# Epithelial cells maintain memory of prior infection with *Streptococcus pneumoniae* through di-methylation of histone H3

**DOI:** 10.1038/s41467-024-49347-1

**Published:** 2024-07-02

**Authors:** Christine Chevalier, Claudia Chica, Justine Matheau, Adrien Pain, Michael G. Connor, Melanie A. Hamon

**Keywords:** Cellular microbiology, Epigenomics, Bacterial host response

## Abstract

Epithelial cells are the first point of contact for bacteria entering the respiratory tract. *Streptococcus pneumoniae* is an obligate human pathobiont of the nasal mucosa, carried asymptomatically but also the cause of severe pneumoniae. The role of the epithelium in maintaining homeostatic interactions or mounting an inflammatory response to invasive *S. pneumoniae* is currently poorly understood. However, studies have shown that chromatin modifications, at the histone level, induced by bacterial pathogens interfere with the host transcriptional program and promote infection. Here, we uncover a histone modification induced by *S. pneumoniae* infection maintained for at least 9 days upon clearance of bacteria with antibiotics. Di-methylation of histone H3 on lysine 4 (H3K4me2) is induced in an active manner by bacterial attachment to host cells. We show that infection establishes a unique epigenetic program affecting the transcriptional response of epithelial cells, rendering them more permissive upon secondary infection. Our results establish H3K4me2 as a unique modification induced by infection, distinct from H3K4me3 or me1, which localizes to enhancer regions genome-wide. Therefore, this study reveals evidence that bacterial infection leaves a memory in epithelial cells after bacterial clearance, in an epigenomic mark, thereby altering cellular responses to subsequent infections and promoting infection.

## Abstract (web summary)

Here, Chevalier et al show that *Streptococcus pneumoniae* induces the histone modifications H3K4me2 in epithelial cells, where it persists beyond bacterial clearance and affects cell responses to secondary infection.

## Introduction

The external and internal surfaces of the body are covered with epithelia, which form a barrier to the environment. As such, epithelial barriers and epithelial cells are the primary responders to environmental assault and constitute the first line of defense against invading pathogens. They play an important role in controlling the initial steps in the inflammatory response upon contact with virulent pathogens while maintaining tissue homeostasis under resting state conditions^1,2^. Therefore, tight regulation of epithelial cell responses is paramount to ensure homeostatic maintenance even under contact with harmless bacteria and response to danger signals.

Pathogenic bacteria are sensed by the epithelia, mainly through pattern recognition receptors, but also have evolved mechanisms to subvert host responses to impose infection. One of these strategies involves reprogramming host transcription, effectively downregulating inflammatory responses or promoting cell survival. There are multiple levels at which bacteria can modulate host transcription; at the level of signal transduction, transcription factor regulation, or even at the level of chromatin organization^3–5^. Eukaryotic DNA is organized in a complex structure combining DNA and associated proteins into chromatin. The primary unit of chromatin, the nucleosome, is composed of an octamer of 4 core histones, H2A, H2B, H3, and H4, around which DNA is wrapped. The position of nucleosomes, as well as the extent to which DNA is wrapped, plays an essential role in the accessibility of genetic regions to transcription factor binding and transcription machinery, and thereby regulates transcription. The chromatin structure is dynamically regulated at the nucleosome level by post-translational modifications of histone proteins as well as remodeling enzymes that reposition nucleosomes along the genome. Interestingly, bacterial pathogens have been shown to actively induce chromatin modifications as a potent transcriptional reprograming strategy^4,6,7^.

*Streptococcus pneumoniae* is one example of a bacterium that actively drives chromatin remodeling. *S. pneumoniae* (or pneumococcus) is a natural colonizer of the human upper respiratory tract, which is prevalently carried asymptomatically in a large proportion of the population^8^. However, it is the cause of the largest number of community-acquired pneumonia cases^9^, making it also a deadly pathogen. Considering that vaccine evasion is prominent, and that antibiotic resistance is continuously increasing, the pneumococcus is on the WHO list of priority pathogens^10^. This bacterium has long been defined by its capsule, which has been used to classify *S. pneumoniae* into different serotypes, and against which the vaccine is directed. However, genome-wide analysis of over 2000 strains has revealed that, although serotype is a potent virulence determinant, genomic variation beyond serotype largely contributes to virulence^11^. Strikingly, pneumococcus has been shown to actively modify host chromatin to drive infection, but also to maintain homeostatic colonizing conditions, depending on the bacterial strain^12,13^. In fact, histone modifications induced by pneumococcus have been shown to be mediated by bacterial proteins rather than capsule^12,13^.

Chromatin modifications in an inflammatory setting have been documented for many years. For instance, stimulation of macrophages with the bacterial outer membrane component lipopolysaccharide (LPS) causes chromatin remodeling at numerous inflammatory genes^14^. Although many of these modifications are transient and return to basal state once the stimulus has been removed, in some instances, stimuli induce lasting modifications that alter the transcriptional response of the cell. This is best exemplified in innate immune memory (also termed “trained immunity”), in which innate immune cells exposed to a particular stimulus (infectious agent, inflammatory signals, etc.) mount a greater and faster response against secondary challenge, whether it is homologous or heterologous^15^. Although still the subject of many investigations, chromatin remodeling is attributed to maintaining such memory responses. Indeed, immune memory has been associated with histone modification at enhancer regions, transcription of long non-coding RNAs (lncRNAs), DNA methylation, and reprograming of cellular metabolism^16^. Most of the studies of immune memory have concentrated on cells of the immune system, such as monocytes, macrophages, or NK cells, but little has been done on epithelial cells. Only recent studies have emerged documenting memory responses in these cells important for barrier functions^17,18^. Immune memory in different settings is, therefore, an important host response for protection against infection. However, how bacteria impact immune memory, or whether bacteria-induced histone modifications impose their own memory has not been explored.

In this study, we demonstrate that *S. pneumoniae* infection induces a persistent histone modification, di-methylation of histone H3 on lysine 4 (H3K4me2), which is maintained at least 9 days upon clearance of bacteria with antibiotics. Our results establish H3K4me2 as a unique modification induced by infection, distinct from H3K4me3 or H3K4me1, which localizes to enhancer regions genome-wide. We show that following infection a unique epigenetic program is acquired which is associated with modifications of the transcriptional response and the function of epithelial cells. Importantly, epithelial cells are changed following infection and respond differently upon a secondary infection many days after, displaying alteration in their metabolism, and lysosomal transport. This process is actively driven by bacteria and favors greater bacterial adhesion upon secondary infection. Therefore, H3K4me2 is associated with the memory of passed infections in epithelial cells and with altered cellular responses favoring infection.

## Results

### Cells respond differently in primary and secondary infections

We hypothesized that epithelial cells could retain the memory of a first infection, and this would result in a different response upon secondary infection. To test this, we set up an infection model in which alveolar epithelial lung A549 cells were infected with TIGR4 *Streptococcus pneumoniae* strain (~1 × 10^8^ CFU/mL) or not (UI) (Fig. 1A). After infection, cells are washed, and antibiotics are added to the medium. Importantly, no more CFUs were recovered 24 hours post infection. The cells are infected once (primary infection or 1°), twice (secondary infection or 2°), or are maintained in culture for several cell divisions following a first infection (PI). For cells maintained in PI and 2° conditions, two cell passages are performed following a first infection to ensure that cells exposed to bacteria a second time are not the same as those exposed the first time, but instead are descendants. Samples are collected throughout this study at different times indicated by α, β, γ. We assessed cell viability using live and dead cell dyes (Calcein AM and DRAQ7^TM^, respectively) following primary and secondary infections (samples collected at α and γ) in comparison to uninfected cells (Fig. S1A). Live cells are measured in quadrant Q3, while dead cells in Q1. For every time point monitored, >90% of cells remain alive. Furthermore, we controlled that cell proliferation is not affected after 1° infection by staining cells with the CellTrace™ CFSE dye (Fig. S1B). Therefore, our model accurately measures the persistent effect of infection on live cells without bias for subpopulations of resistant cells.

**Fig. 1:**
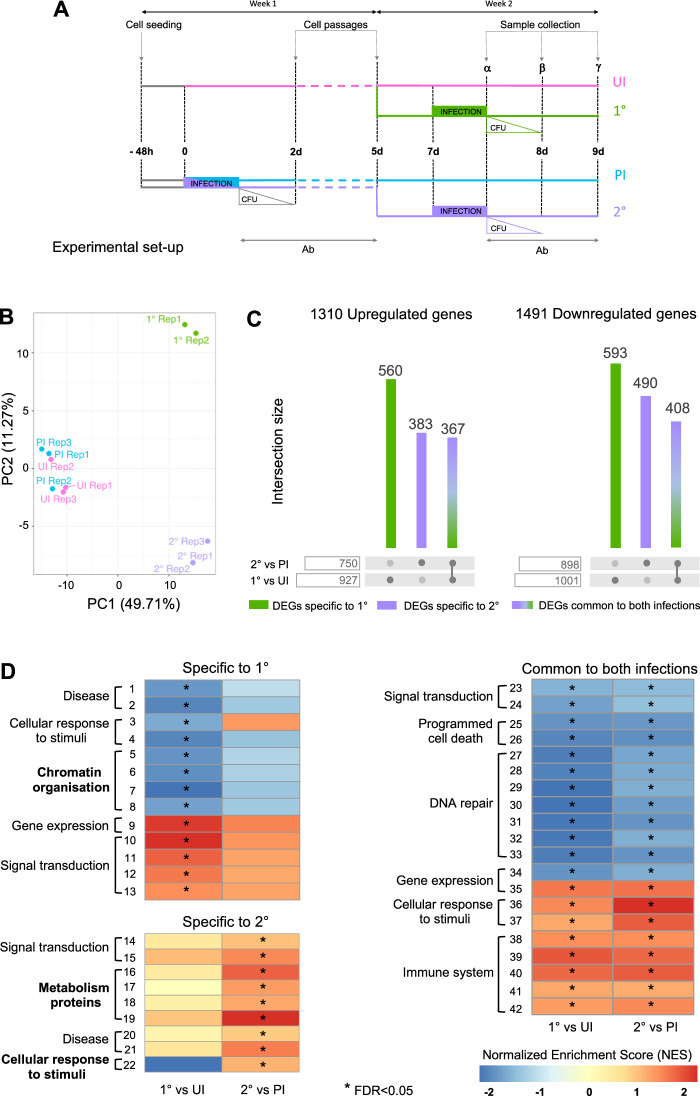
Differential infection efficiency and host cell transcriptome between primary and secondary infections. **A** Experimental scheme, showing A549 or RPMI cells infected with *S. pneumoniae*, pink for uninfected cells (UI), green for primary infection (1°), blue for cells maintained post first infection (PI), purple for secondary infection (2°). Addition of an antibiotics cocktail (Ab) 1 or 3 hours after infection is indicated below the scheme and correlates with the rapid decrease in colony forming units (CFUs) after infection. Sample collection times are indicated by: *α* = 1 h or 3 h (for 1° and 2°) and 7d for (PI), *β* = 24 h (for 1° and 2°) and 8d (for PI), *γ* = 48 h (for 1° and 2°) and 9d (for PI). **B** Principal component analysis of gene expression A549 cells of the UI, PI, 1° and 2° infection at time α (3 h). Principal components calculated on count data after removal of replicate batch effect with ComBat. Samples are colored according to the time point, all replicates (Rep) are shown. **C** Differential expression analysis. Number of genes significantly (adjusted *p* value < 0.05) up or downregulated in the 1° or 2° infection in comparison, respectively, to UI and PI cells. Column height indicates the number of genes defined as differentially expressed (DEG) in one or more of the above comparisons. Column color specifies whether the subset of genes is differentially expressed only in the 1° (green) or 2° (purple) infection or in both (green/purple gradient). **D** Functional scoring analysis. Reactome categories, selected among those significantly enriched (False discovery rate, FDR < 0.05) in the 1° and/or 2° infection in comparison to, respectively, UI and PI cells are indicated by star. Heatmaps represent the intensity of the Normalized Enrichment Score (NES) obtained by the Gene Set Enrichment Analysis (GSEA) for each pathway. Pathways are separated depending on whether they are enriched specifically in the 1° or 2° infection, or in both. Categories of genes with differential gene expression between 1° and 2° infection are in bold. Complete list of pathways corresponding to each category in supplementary table S1. Source Data were deposited into the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information under accession number GSE230142.

Using this protocol, we performed transcriptomic analysis to compare host cell expression under the four conditions, UI, 1°, PI and 2°. 

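Total RNA was measured on whole-transcript Affymetrix arrays in A549 cells, a line derived from a lung carcinoma, with 3 arrays for each of UI, 1°, PI and 2°. The 1° and 2° cells were collected after 3 h with live TIGR4 at MOI 20, and the PI and 2° cells were taken 7 days after the 1° infection. The sample labels give 4 days in medium with antibiotics for these later cells. Replicates are numbered 1 to 3 in each condition, and the labels do not say whether arrays of 1 condition came from separate cultures, so p-values measure the spread between these arrays. The paper leaves out 1° replicate 3, and values are given over the other 11 arrays unless all 12 are named. The authors deposited RMA values on the log2 scale and 19625 of the probes carry 1 gene symbol. The mean of the array medians was 5.19 ± 0.18 (SD, n = 3) in UI and 5.04 ± 0.08 (SD, n = 3) in 1°. It was 5.21 ± 0.09 (SD, n = 3) in PI and 5.13 ± 0.05 (SD, n = 3) in 2°. The arrays were quantile normalized, probes with a mean at or below 5.14 were left out, and the probe with the highest mean was kept for each of 10345 genes. ComBat then removed the effect of the replicate number with the condition protected, and limma compared the conditions. Quantile normalization became the reported setting only after the deposited values and the counts under 12 settings had been seen. The median log2 fold change of all genes was -0.30 in 1° against UI and -0.14 in 2° against PI with the values as deposited. It was -0.13 and -0.04 with each array's median set to 0, and -0.01 in both after quantile normalization, so changes of gene groups are read relative to these shifts. The number of arrays limits the precision of every value.

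**Figure D1:**
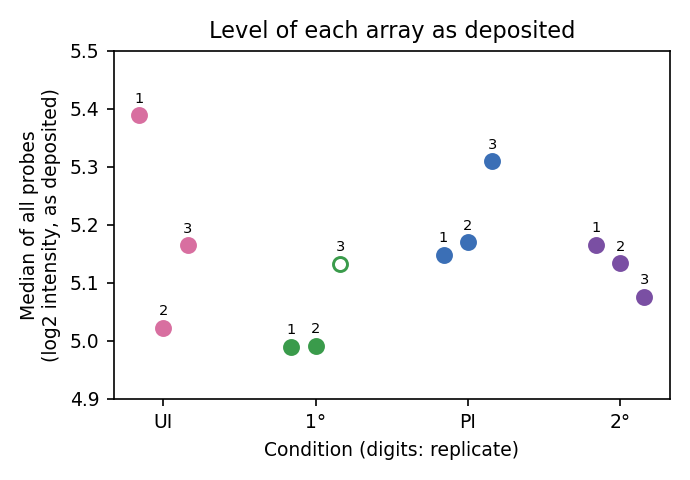
Median of all probes (log2, as deposited) on each of the 12 arrays, by condition, with 1° replicate 3 as an open circle. Within UI the medians span 0.37, against at most 0.17 between the means of the conditions. These spans are not alike, since means of 3 arrays vary less than single arrays.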

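Immediate early genes, which encode transcription factors and regulators switched on soon after a stimulus, were higher in infected A549 cells in both infections. Of 26 measured, 22 rose in 1° and 21 in 2° and none fell, at an adjusted p under 0.05 from limma (22 and 23 rose when adjusted over the list alone). Their median log2 fold change was 0.83 in 1° and 0.86 in 2°, or 0.53 and 0.78 with the values as deposited. As a group they moved apart from other genes (camera, adjusted p = 1.6e-22 in 1° and 2.5e-26 in 2°; adjusted p = 0.0081 and 0.0084 with an estimated correlation). On the first principal component, UI arrays lay at -8.34 ± 0.22 (SD, n = 3) and PI arrays at -8.92 ± 0.10 (SD, n = 3). The 1° arrays lay at 10.9 ± 0.82 (SD, n = 2) and the 2° arrays at 9.97 ± 0.53 (SD, n = 3), values from which ComBat had removed the replicate effect. Without ComBat and over 12 arrays the SDs were 4.81 in UI, 4.33 in PI, 5.14 in 1° and 3.97 in 2°, and the UI arrays, up to -3.86, and the 1° arrays, from 4.26, still did not overlap. This component held 55.6% of the variance, and 55.2% over all 12 arrays. With the replicate number in the model instead of ComBat, 19 immediate early genes rose in 1° and 20 in 2°. With the values as deposited the component held 72.0%, and the UI arrays, at -30.6 to 9.36, overlapped the 2° arrays, at -6.02 to 16.5.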

Principal component analysis (PCA) of the results shows that the main source of variability (PCA1 ~ 50%) reflects the differences between active infection (1° and 2°) versus the lack of bacterial presence (UI and PI) (Fig. 1B). 

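Along the next component, the 1° and 2° arrays lay apart once ComBat had removed the replicate effect. The 1° arrays lay at -5.05 ± 3.09 (SD, n = 2) and the 2° arrays at 3.68 ± 3.17 (SD, n = 3), with ranges of -7.23 to -2.86 and 0.54 to 6.88 that did not overlap. The UI arrays lay at -2.84 ± 4.52 (SD, n = 3) and the PI arrays at 2.53 ± 3.29 (SD, n = 3), on the same sides as the infected cells they are compared with. Their ranges, -7.87 to 0.89 and -0.19 to 6.19, overlapped, so UI and PI were not parted beyond the spread of the replicates. Without ComBat and over 12 arrays, the 1° arrays lay at -5.53 to 12.5 on the second component and overlapped the 2° arrays, at -2.29 to 10.9. After ComBat the component held 12.8% of the variance. With 1° replicate 3 added it held 10.8%, and the 1° arrays reached 0.29, the level of the lowest 2° array. With the values as deposited, the 2° arrays lay at -9.52 ± 4.31 (SD, n = 3), below 1° at -1.29 ± 3.48 (SD, n = 2), PI at 0.19 to 10.3 and UI at 5.98 ± 7.79 (SD, n = 3).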

Interestingly, PC2 (~11%) reflects the differential response between the two infections and no variability between UI and PI conditions is observed. Differentially expressed genes (DEGs, adjusted *p* value < 0.05) were determined for the 1° and 2° infections (1° vs UI and 2° vs PI) (Fig. 1C). 

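Immediate early genes, mediators of inflammation and RNAs of the minor spliceosome were among the 10 largest rises in 1 or both infections. Rises and falls were ranked only among called genes whose infected arrays all lay on 1 side of all control arrays. FOSB, a subunit of AP-1, had a log2 fold change of 2.60 (standard error 0.09, adjusted p = 2.9e-09) in 1° and 2.85 (standard error 0.08, adjusted p = 2.1e-10) in 2°. PTGS2, an inducible prostaglandin synthase, rose by 2.40 (standard error 0.10) and 2.34 (standard error 0.09), and CXCL8, a chemokine that attracts neutrophils, by 1.90 (standard error 0.19) and 1.91 (standard error 0.17). The orphan nuclear receptor NR4A2 rose by 2.93 and 2.82, and ZFP36, which speeds the decay of inflammatory mRNAs, by 1.97 and 1.96. KDM6B, a histone demethylase the paper discusses, rose by 1.62 and 1.63. RNU11 and RNU12, small nuclear RNAs of the minor spliceosome, rose by 1.48 and 1.60 in 1° and by 1.98 and 2.12 in 2°. How evenly the RNA extraction kept such short RNAs was not tested. Falls were smaller. SKP2, a ubiquitin ligase subunit of the cell cycle, had a log2 fold change of -0.88 (standard error 0.08) in 1° and -0.98 (standard error 0.07) in 2°, and PDE7B, a phosphodiesterase that breaks down cAMP, -0.83 and -0.80. ZNF17 and ID1, an inhibitor of transcription factors, fell to -0.79 and -0.78 in 1°, and ZNF786 and MIR21 to -0.62 and -0.60 in 2°. Of the 10 largest rises and the 10 largest falls in each infection, MIR21 alone lost its call with the replicate number in the model (adjusted p = 0.021 in 2°, and adjusted p = 0.068 in that model).

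**Figure D2:**
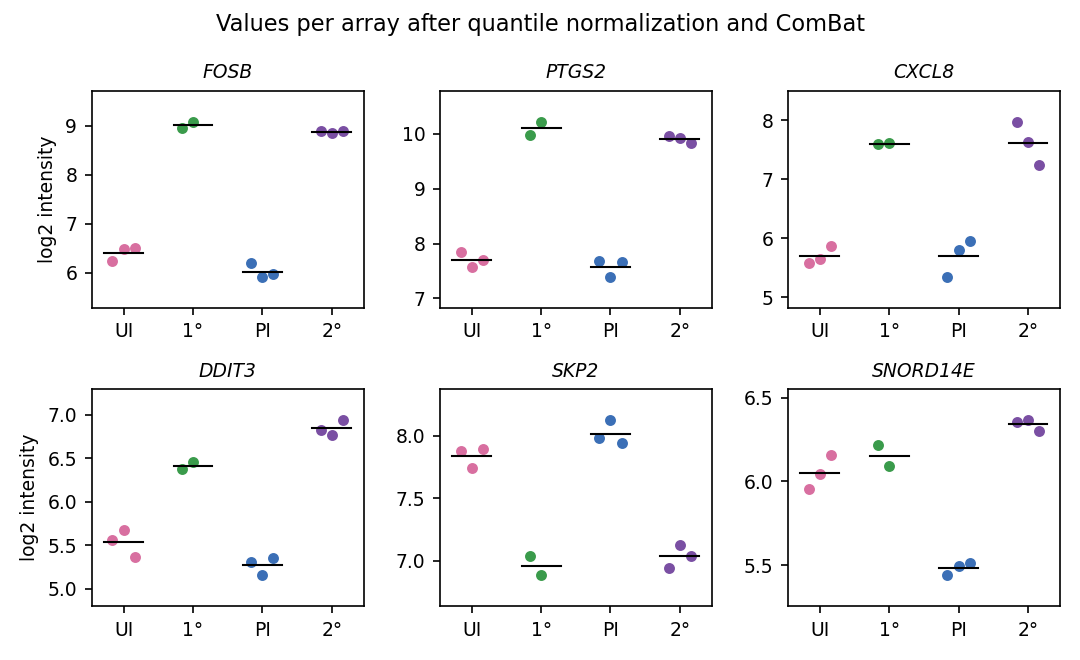
Expression (log2, after quantile normalization and ComBat) of 6 genes on each of the 11 arrays, by condition, with a line at each mean. FOSB, PTGS2 and CXCL8 are higher and SKP2 is lower on every infected array than on every UI and PI array. The largest rises and falls were named only among genes parted in this way, so the separation is no separate evidence.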

In total, there are 1310 upregulated and 1491 downregulated genes. 

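Part of the ZNF zinc finger genes and of the genes of homologous recombination repair fell in both infections, while all changes beyond 2-fold were rises, in 33 genes in 1° and 39 in 2°. Of 247 ZNF zinc finger genes, many of them transcriptional repressors, 93 fell and 12 rose in 1°, and 87 fell and 8 rose in 2° (102 and 15, then 99 and 9, when adjusted over the list alone). Their median log2 fold change was -0.14 in 1° (camera, adjusted p = 1.7e-08; adjusted p = 0.030 with an estimated correlation), and 2° gave adjusted p = 1.8e-09 and 0.030. Of 30 genes of homologous recombination repair, 9 fell and none rose in each infection (13 and 15 fell when adjusted over the list alone). PALB2, which links the BRCA proteins, had log2 fold changes of -0.56 (standard error 0.05) and -0.58 (standard error 0.05). The call of this repair list was lost with an estimated correlation, with adjusted p = 0.00031 and then adjusted p = 0.23 with an estimated correlation in 1°, and 6.1e-05 and 0.17 in 2°. In all, 1017 genes rose and 1206 fell in 1° and 894 rose and 1214 fell in 2°, among the 10345 tested. With all 12 arrays the counts were 1027 and 1375 in 1°, and 808 and 1092 in 2°. With the replicate number in the model instead of ComBat, 294 rose and 230 fell in 1° and 377 rose and 329 fell in 2°. Of the zinc finger genes 36 and 46 then fell and 4 and 3 rose, and of the repair genes 2 fell in each infection. As deposited, 74 rose and 2770 fell in 1° and 126 rose and 230 fell in 2°, and with each array's median set to 0 these were 280 and 1872, and 352 and 672.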

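Genes that passed the test in 1 infection alone moved mostly the same way in the other. Their smaller changes there follow from how these sets are chosen. ICAM1, which binds leukocytes, had a log2 fold change of 0.62 (standard error 0.20, adjusted p = 0.043) in 1° and 0.34 (standard error 0.18, adjusted p = 0.21) in 2°, and its difference of -0.28 had an adjusted p of 0.74. FIZ1, ZNF580 and KLC2, which the paper shows in Fig. 6E, passed in 1° alone, at 0.28, 0.24 and 0.22 against 0.14, 0.04 and 0.04 in 2°, while with the values as deposited the 1° changes were -0.05, -0.07 and -0.12. ARPC3, a subunit of the actin-nucleating Arp2/3 complex, passed in 2° alone, at 0.15 against -0.03. None of these differences between the infections had an adjusted p under 0.3 from limma. In total 488 genes rose in 1° alone, with a median log2 fold change of 0.23 in 1° and 0.08 in 2°, and 402 of them (82.4%) had the same direction in 2°. The 365 genes that rose in 2° alone had medians of 0.10 in 1° and 0.21 in 2°, and 303 of them (83.0%) had the same direction in 1°. Among falls, 565 genes passed in 1° alone (medians -0.23 and -0.09) and 573 in 2° alone (medians -0.10 and -0.21). Of these 1991 genes, 252 had an adjusted p under 0.3 for the difference between the infections, and 1, SNORD14E, had one under 0.05. Without UI replicate 2, 763 genes rose in 1° alone, and without primary replicate 2, 558 rose and 887 fell in 2° alone. With 1° replicate 3 included, ICAM1 lost its call (adjusted p = 0.11), and 497 genes rose and 669 fell in 1° alone and 278 rose and 386 fell in 2° alone. With the replicate number in the model these counts were 63, 103, 146 and 202, and ICAM1, FIZ1, ZNF580, KLC2 and ARPC3 lost their calls. With the values as deposited they were 3, 2551, 55 and 11.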

Of which, 560 upregulated and 593 downregulated are significantly different only in the 1° infection in comparison to uninfected cells (green bars), and 383 upregulated and 490 downregulated are specific of the 2° infection. These results show that, even if a comparable number of genes are differentially upregulated or downregulated, <30% of these changes are shared between the 1° and the 2° infection (367/1310 for upregulated genes and 408/1491 for downregulated). This highlights the observation that cells following 1° infection respond differently to a 2° infection.

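JUN, JUND and most of the tested inhibitors of MAP kinase signalling rose in both infections. JUN and JUND, AP-1 subunits, had log2 fold changes of 1.22 (standard error 0.06) and 0.90 (standard error 0.06) in 1° and of 1.52 (standard error 0.05) and 0.91 (standard error 0.06) in 2°. Of 18 inhibitors of MAP kinase signalling, 12 rose in 1° and 13 in 2° and none fell, with the same counts when adjusted over the list alone (9 and 10 with the replicate number in the model). DUSP10, a phosphatase of these kinases, rose by 0.88 and 0.89. The list moved apart from other genes with the preset correlation (camera, adjusted p = 1.7e-08 in 1° and 1.1e-09 in 2°), and had adjusted p = 0.11 and 0.079 with an estimated correlation. Of the 1382 genes that rose in either infection, 529 (38.3%) rose in both, where 87.9 would be shared by independent lists. Of the 1779 that fell in either, 641 (36.0%) fell in both, where 142 would be shared. Genes that rose in both had a median log2 fold change of 0.38 in 1° and 0.35 in 2°, and those that fell in both -0.29 and -0.26. In all, 2846 of 3152 called genes (90.3%) had the same direction in both infections, and 9 were called in opposite directions. The 529 and 641 genes called alike in both agree by definition. Of the 1991 that passed in 1 infection alone, 1676 (84.2%) had the same direction in the other. Across genes, which are not independent replicates, Pearson's r of the fold changes was 0.805. Over all 12 arrays 40.6% of rises and 40.1% of falls were shared, with the replicate number in the model 52.5% and 29.4%, and with the values as deposited 55.0% and 7.87%.

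**Figure D3:**
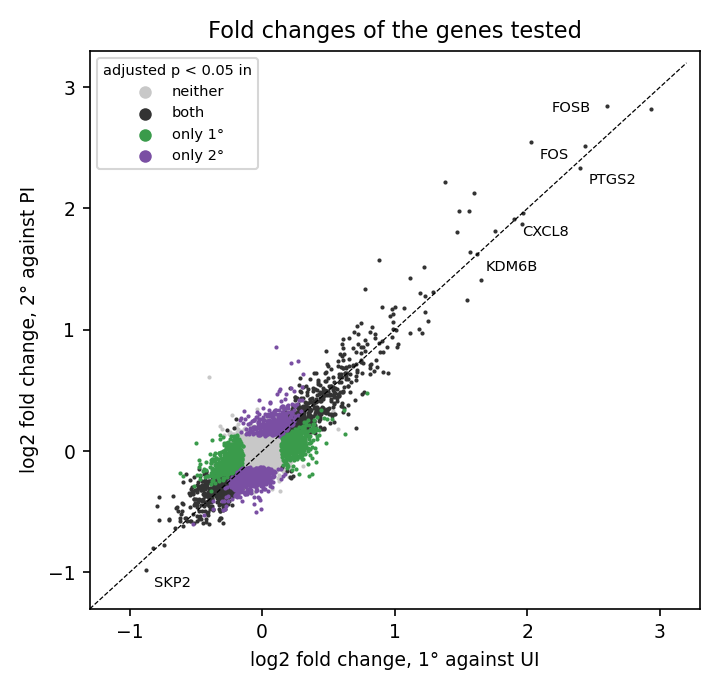
Log2 fold change in 2° against PI plotted against that in 1° against UI, 1 point per gene, coloured by the infection in which its adjusted p was under 0.05. The dashed line marks equal change, with FOSB, FOS and PTGS2 towards its upper end and SKP2 towards its lower.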

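Of all genes, 1 passed the test of a different response in 2° than in 1°. DDIT3, a transcription factor of the stress response, rose by 0.88 (standard error 0.09) in 1° and 1.57 (standard error 0.08) in 2°, a difference of 0.69 (standard error 0.12, adjusted p = 0.10). CXCL3, a chemokine, rose by 0.71 (standard error 0.07) in 1° and 0.19 (standard error 0.06) in 2°, a difference of -0.52 (standard error 0.09, adjusted p = 0.10). SNORD14E, a small nucleolar RNA, differed by 0.76 (standard error 0.09, adjusted p = 0.0069), and was the only gene under 0.05 in limma's test of (2° - PI) - (1° - UI). Most of this came from its lower level in PI than in UI (-0.57), and its level in 2° and 1° cells differed by 0.19 (standard error 0.06, adjusted p = 0.20). At the paper's threshold of 0.3, 162 genes had a higher and 163 a lower response in 2° (325 in all), where simulated arrays without any infection effect gave a median of 1412 after ComBat, and a mean of 24.5 at 0.05. An unadjusted p under 0.05 was found for 1133 genes (11.0%), against 15.4% of unchanged genes in those simulations (14.2% in the lowest set). None of these counts exceeds the simulated ones. The simulations drew the noise of each gene independently, while real genes are correlated, and they gave more calls than were seen. They are therefore only a rough yardstick. Over all 12 arrays 27 genes passed 0.3, none passed 0.05 and 859 had an unadjusted p under 0.05. DDIT3 stood at 7.10 in 1° replicate 3, and with that array its difference was 0.42 (adjusted p = 0.60). In the model with the replicate number 1 gene passed 0.3 (SNORD14E, adjusted p = 0.29), none passed 0.05 and 306 had an unadjusted p under 0.05. As deposited, 4 genes passed 0.3 and SNORD14E, SNORA38B and EGR1, named after their values were seen, passed 0.05, with 201 genes at an unadjusted p under 0.05. Leaving out 1 more array gave 521 to 2593 genes at 0.3 and 1 to 132 at 0.05, in both the most without UI replicate 2, with 27 at 0.05 without secondary replicate 1 and at most 5 without any other. From the share of changes common to both infections, the paper reasons that cells that have been infected before respond differently to a 2° infection. It also points to PC2 and to gene set categories that differ between the infections. Outside the arrays it reports more recovered bacteria, slower metabolic activity and changed lysosomes in 2°.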

By performing Gene Set Enrichment Analysis (GSEA), we obtained a functional description of the transcriptome using the gene sets reported in the Reactome database (Fig. 1D and Table S1). 

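Part of the cytosolic ribosomal proteins, glycolytic genes and hypoxia-inducible genes rose in both infections. Of 43 cytosolic ribosomal proteins, 15 rose in 1° and 17 in 2° and none fell (18 and 19 when adjusted over the list alone and 3 and 5 with the replicate number in the model). Their median log2 fold change was 0.15 in 1° and 0.14 in 2°, and -0.17 and 0.02 as deposited, where the median of all genes had fallen further. RPL28 rose by 0.62 (standard error 0.05) and 0.65 (standard error 0.05). Of 20 glycolytic genes, 8 rose in 1° and 6 in 2° and none fell (10 and 6 when adjusted over the list alone and 2 and 3 with the replicate number in the model), with medians of 0.16 and 0.10, or -0.16 and -0.01 as deposited. TPI1, a glycolytic isomerase, rose by 0.53 (standard error 0.09) and 0.61 (standard error 0.08). Of 14 hypoxia-inducible genes, 9 rose in 1° and 7 in 2° (9 and 8 when adjusted over the list alone and 4 and 6 with the replicate number in the model), with a median of 0.31 in both, or 0.01 and 0.17 as deposited. STC1, a secreted glycoprotein, rose by 1.55 and 1.24. With camera the adjusted p values of the 3 lists in 1° were 4.4e-08, 0.00031 and 7.0e-06, and each list kept its call with an estimated correlation, at 0.0085, 0.030 and 0.026. In 2° they were 3.4e-09, 0.00042 and 4.1e-05, and 0.0084, 0.033 and 0.033 with an estimated correlation. Of 46 transcription factors listed from Fig. 7C, which the paper derived in part from these same arrays, 36 had a probe and 24 lay above the filter. Of these 24, 14 rose and 1 fell in 1°, and 12 rose and 1 fell in 2° (15 and 1, then 12 and 3, when adjusted over the list alone, and 10 and 7 rises with the replicate number in the model), with adjusted p = 1.7e-08 and 3.2e-06, and 0.0081 and 0.012 with an estimated correlation. Their median was 0.27 and 0.19, or -0.07 and 0.05 as deposited. Of 23 FOXO targets, 6 rose and 1 fell in 1° and 9 rose and 1 fell in 2° (8 and 1, then 11 and 1, when adjusted over the list alone, and 4 and 7 rises with the replicate number in the model), with adjusted p = 0.0013 and 1.8e-05, and 0.24 and 0.14 with an estimated correlation. Their median in 1° was 0.05, or -0.19 as deposited. The lists were written before the data were examined and are not the Reactome gene sets, which were not used here. Many were modelled on pathways of the paper's Table S1, which came from these same arrays. Calls of such lists are therefore no independent evidence of their direction.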

A normalized enrichment score (NES) is calculated for each significatively enriched pathway (FDR < 0.05). 

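Some gene groups passed camera's test in both infections, and antibacterial molecules and S phase and mitosis in 1° alone, and cholesterol synthesis, the unfolded protein response and apoptotic execution in 2° alone. The call of the antibacterial molecules in 1° was lost with an estimated correlation (camera, adjusted p = 0.15). NF-kB targets and feedback genes, 27 of them measured, passed in both, with 14 rises in 1° and 11 rises and 1 fall in 2° (16, and 11 with 1 fall, when adjusted over the list alone; 10 and 11 rises with the replicate number in the model). TNFAIP3, which restrains NF-kB, rose by 1.29 (standard error 0.11) in 1° and 1.31 (standard error 0.10) in 2°. The list's median log2 fold change was 0.26 in 1°, or -0.06 as deposited, and 0.19 in 2°, and its camera call (adjusted p = 8.5e-10 and 1.6e-09) was lost, with adjusted p = 0.14 in both with an estimated correlation. Cholesterol synthesis passed in 2° alone, with 3 rises among 16 genes and none in 1°, the same when adjusted over the list alone (2 with the replicate number in the model). INSIG1, a sterol sensor, stood at 0.73 (standard error 0.16) in 2° and 0.21 (standard error 0.18) in 1°. The list had adjusted p = 0.0055 in 2° and 0.54 in 1°, and adjusted p = 0.52 in 2° with an estimated correlation. Genes of S phase and mitosis passed in 1° alone (6 falls and 1 rise among 38 genes, also when adjusted over the list alone; none with the replicate number in the model), with adjusted p = 0.026 in 1°, 0.15 in 2° and 0.72 in 1° with an estimated correlation. Without primary replicate 2 the median turned to 0.02 and the call was lost (adjusted p = 0.45), as it was without UI replicate 1 (0.28) or UI replicate 3 (0.12). With 1° replicate 3 added that call in 1° was also lost (adjusted p = 0.26), and cholesterol synthesis passed in 1° as well (adjusted p = 0.041). Of 18 genes of the unfolded protein response, 2 rose and 2 fell in 1° and 3 rose in 2°, the same when adjusted over the list alone (1 and 2 rises with the replicate number in the model). That list had adjusted p = 0.24 and 0.036, and adjusted p = 0.17 in 2° with an estimated correlation. Of 30 genes of apoptotic execution, 7 fell and 3 rose in 1° and 8 fell and 3 rose in 2° (9 and 10 fell when adjusted over the list alone, and 2 and 3 with the replicate number in the model). These had adjusted p = 0.18 and 0.048, with 0.13 in 2° with an estimated correlation and 0.050 with the replicate number in the model. In the test of the difference between the infections none of these 5 lists passed, with the lowest adjusted p at 0.225.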

Interestingly, some of the functional categories identified are different between the two infections, and some are common. A heatmap representation of the NES per functional category is shown in Fig. 1D, and a graphical representation of the expression fold change per category is shown in Fig. S1C. Figure 1D clearly shows that pathways specific to 1° infection show slighter differences in NES than those specific to 2° infection, indicating that new gene categories become significant in 2° infection. It should be noted that although some functional categories are shared between infections, they may include different pathways in each infection (Table S1). 

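With fgsea, 4 lists passed in 1° and not in 2° and 1 in 2° and not in 1°, their scores in the other infection pointed the same way, and none of the 5 passed for the difference (lowest adjusted p = 0.30). Genes were ranked by limma's t and scored with fgsea on the lists written beforehand. Cholesterol synthesis scored a NES of 1.75 (adjusted p = 0.019) in 2° and 1.00 (adjusted p = 0.57) in 1°. Core and linker histones scored -1.66 (adjusted p = 0.039) in 1° and -1.61 (adjusted p = 0.057) in 2°. Enzymes of H3K4 methylation and demethylation scored -1.66 (adjusted p = 0.043) in 1° and -1.60 (adjusted p = 0.050) in 2°. Antibacterial molecules scored 1.62 (adjusted p = 0.043) in 1° and 1.38 (adjusted p = 0.19) in 2°. S phase and mitosis genes scored -1.61 (adjusted p = 0.030) in 1° and -1.15 (adjusted p = 0.33) in 2°. With camera and an estimated correlation none of the 5 passed in these comparisons, with adjusted p from 0.0996 for the histones to 0.72 for S phase and mitosis. Immediate early genes had the highest score in 1°, 2.86, and scored 2.82 in 2°.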

Remarkably, differential gene expression between 1° and 2° infection is specific to certain categories of genes, including chromatin organization as specific to 1° infection, metabolism of proteins, and cellular response to stimuli as specific to 2° infection, whereas no significant differences in cytokine or antibacterial molecules were observed either by transcriptome analysis or by ELISA (Fig. S1D). 

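A minority of the histone methyltransferases fell in both infections, and no chromatin list that passed kept its call with an estimated correlation. Of 33 histone lysine methyltransferases, 7 fell in 1° and 6 in 2° and none rose (8 fell and 1 rose, and 5 fell, when adjusted over the list alone; 1 fell in each with the replicate number in the model). NSD1, a methyltransferase of histone H3, fell to -0.42 (standard error 0.06) in 1° and -0.51 (standard error 0.05) in 2°. KMT2A, which methylates H3K4, stood at -0.30 (standard error 0.07) and -0.21 (standard error 0.06), and lost both calls with the replicate number in the model (adjusted p = 0.10 and 0.18). The list passed camera in 1° and 2° (adjusted p = 0.0064 and 0.017), with adjusted p = 0.13 and 0.14 with an estimated correlation. Of 18 enzymes that add or remove H3K4 methylation, 3 fell in 1° and 6 in 2°, the same when adjusted over the list alone and none with the replicate number in the model (adjusted p = 0.018 and 0.012; 0.15 and 0.14 with an estimated correlation). Of 10 core and linker histones, 5 fell in 1° and 5 fell and 2 rose in 2° (6 fell and 1 rose, then 6 and 2, when adjusted over the list alone; 2 and 4 fell with the replicate number in the model), and the linker histone H1-4 fell to -0.58 and -0.55. The histones had adjusted p = 0.0086 and 0.030, and adjusted p = 0.0996 and 0.13 with an estimated correlation. Histone acetyltransferases (36 genes; 8 fell in 1°, 5 fell and 2 rose in 2°, the same when adjusted over the list alone; 3 fell in each with the replicate number in the model) and SWI/SNF remodellers (23 genes) did not pass, with adjusted p = 0.24 and 0.17, and 0.93 and 0.34. In the test of the difference between the infections the lowest adjusted p of these lists was 0.593.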

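Genes of translation showed no list call beyond the ribosomal proteins. Aminoacyl-tRNA synthetases (19 genes, none called in 1° and 1 fall in 2°, AARS1, which was lost when adjusted over the list alone and with the replicate number in the model) had camera adjusted p = 0.14 and 0.77. Of 28 initiation factors, 4 rose and 2 fell in 1° and 2 rose and 1 fell in 2° (the same when adjusted over the list alone; 1 fell in each with the replicate number in the model), with camera adjusted p = 0.33 and 0.10. EIF5 fell to -0.42 (standard error 0.07) and -0.42 (standard error 0.06). Of 24 genes of the amino acid deprivation response, 7 rose in each infection, also when adjusted over the list alone (4 and 5 with the replicate number in the model), ATF3 by 1.47 (standard error 0.11) and 1.81 (standard error 0.10) and GDF15, a stress-induced cytokine, by 0.85 and 0.97. That list had adjusted p = 0.0019 in 1° and 0.0090 in 2°, and adjusted p = 0.43 and 0.52 with an estimated correlation. With 1° replicate 3 the call in 1° was lost (adjusted p = 0.067). Of 7 chemokines, 6 rose in 1° and 4 in 2° and none fell (6 and 5 when adjusted over the list alone; 4 and 2 with the replicate number in the model), with adjusted p = 1.4e-05 and 0.00015, and 0.13 and 0.14 with an estimated correlation. CXCL8 differed between the infections by 0.01 (standard error 0.25, adjusted p = 0.99), and IL11, a cytokine of the multiplex assay, rose by 1.19 in 1° and 1.30 in 2°, a difference of 0.12 (standard error 0.12, adjusted p = 0.77). LIF rose by 0.68 and 0.70. CXCL3, of the same chemokine list as CXCL8, rose less in 2°, with its difference given above. Its level was lower in 2° than in 1° by -0.45 (limma, adjusted p = 0.046). That call was lost over all 12 arrays and with the replicate number in the model. Of 6 measured genes for proteins of the multiplex assay, 4 rose in 1° and 3 in 2°, the same when adjusted over the list alone (3 in each with the replicate number in the model), with adjusted p = 7.3e-05 and 0.00020, and 0.13 and 0.14 with an estimated correlation. CXCL1, IL6 and TNF lay below the filter. Without a filter CXCL1 rose by 0.53 and 0.49, IL6 by 0.22 (adjusted p = 0.025) in 2° and TNF by 0.20 (adjusted p = 0.025) in 1°, with differences at adjusted p = 0.96, 0.50 and 0.62.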

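Small nucleolar RNAs, which guide the modification of ribosomal RNA, include the gene that passed the test of the difference over all genes, SNORD14E. The paper extracted RNA with the RNeasy Mini Kit. How evenly short RNAs were kept, and whether their probes also measured host transcripts, was not tested. Of 99 measured, 26 rose and 3 fell in 1°, and 36 rose and 1 fell in 2° (30 and 4, then 46 and 1, when adjusted over the list alone; 11 and 19 rose with the replicate number in the model). Their median log2 fold change was 0.14 in 1°, or -0.14 as deposited, and 0.17 in 2°, or 0.05 as deposited. The list had camera adjusted p = 6.4e-07 in 1° and 3.1e-12 in 2°. With an estimated correlation the call in 1° was lost (adjusted p = 0.11) and that in 2° was kept (adjusted p = 0.033). In the test of the difference 1 member passed over all genes and 5 when adjusted over the list alone, all toward 2° (none over all genes with the replicate number in the model). As a group the small nucleolar RNAs had an adjusted p of 0.225 in that test, as did chemokines, nuclear receptors and cholesterol synthesis, and no list had a lower value. Ranked by t, the small nucleolar RNAs alone passed for the difference (fgsea, NES 1.92, adjusted p = 0.00065), and they did not pass with camera over all 12 arrays (adjusted p = 0.44), with fry (adjusted p = 0.84) or with an estimated correlation (adjusted p = 0.98). Of 20 nuclear receptors, 9 rose in 1° and 5 in 2° (10 with 1 fall, and 6, when adjusted over the list alone; 4 and 3 with the replicate number in the model), with adjusted p = 1.9e-05 and 0.00086, and 0.038 and 0.079 with an estimated correlation. Their median was 0.15 and 0.07, or -0.15 and -0.04 as deposited. With the values as deposited, camera called the difference for cholesterol synthesis (adjusted p = 6.9e-07), immediate early genes (0.0067), chemokines (0.012) and S phase and mitosis (0.033).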

Overall, our results reveal that the transcriptional status of cells upon a 2° infection is specifically modified on a subset of genes in comparison to 1°, suggesting a transcriptional memory is induced following 1° infection, which does not include antibacterial responses.

### *S. pneumoniae* actively modifies cells following a primary infection

Given that the transcriptional status of cells is affected following a primary infection, we further tested several infection-related phenotypes to establish the impact of infection. With the same protocol defined in Fig. 1A, we evaluated the infection efficiency during the primary (1°) and secondary (2°) infection. 3 × 10^4^ bacteria are recovered on average from a 1° infection. It should be noted that as *S. pneumoniae* is mainly extracellular, with a minor proportion of bacteria entering cells, the CFU counts recovered after infection include both extracellular as well as some intracellular bacteria. Strikingly, approximately 6-fold more bacteria are recovered following a 2° infection, pointing to a greater permissivity of cells upon secondary exposure (Fig. 2A). We further determined that the higher level of recovered CFUs were bacteria tightly adhering to cells, rather than cells in the medium. Moreover, the increase in bacterial numbers is only observed following primary infection with live bacteria, as similar numbers to those obtained in 1° are recovered post incubation with inactivated pneumococcus (Fig. 2B). Therefore, *S. pneumoniae* actively modifies cells rendering them more permissive upon secondary exposure. It is interesting to note that even though there are 6 times more bacteria upon 2° infection, antibacterial response genes are not more highly activated than in 1° infection, arguing that cells do not display innate immune memory of prior infections (Fig. S1D).

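Of 6 antibacterial genes above the filter, CCL20 rose in both infections and PI3 in 1°. CCL20, a chemokine with antibacterial activity, rose by 1.03 (standard error 0.09) in 1° and 0.88 (standard error 0.08) in 2°, and the difference of -0.15 (standard error 0.12) had an adjusted p of 0.71 from limma. PI3, which encodes the protease inhibitor elafin, stood at 0.40 (standard error 0.09, adjusted p = 0.010) in 1° and 0.19 (standard error 0.08, adjusted p = 0.13) in 2°, a difference of -0.21 (adjusted p = 0.57). SLPI, another antiprotease, stood at 0.02 in 2°, and LCN2, which binds bacterial siderophores, at -0.02 and -0.09. These counts of 2 in 1° and 1 in 2° were the same when adjusted over the list alone (1 in each with the replicate number in the model, where PI3 was lost). The list had camera adjusted p = 0.033 in 1° and 0.14 in 2°, and adjusted p = 0.15 in 1° with an estimated correlation. The test of the difference gave a median of -0.08 and an adjusted p of 0.593. Of 17 genes of Toll-like receptor signalling, 3 rose and 1 fell in 1° and 1 rose and 2 fell in 2°, also when adjusted over the list alone (1 rise in 1° and none in 2° with the replicate number in the model), with adjusted p = 0.85 and 0.79. The array shows RNA and not protein, and many antibacterial genes lay below the filter.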

**Fig. 2:**
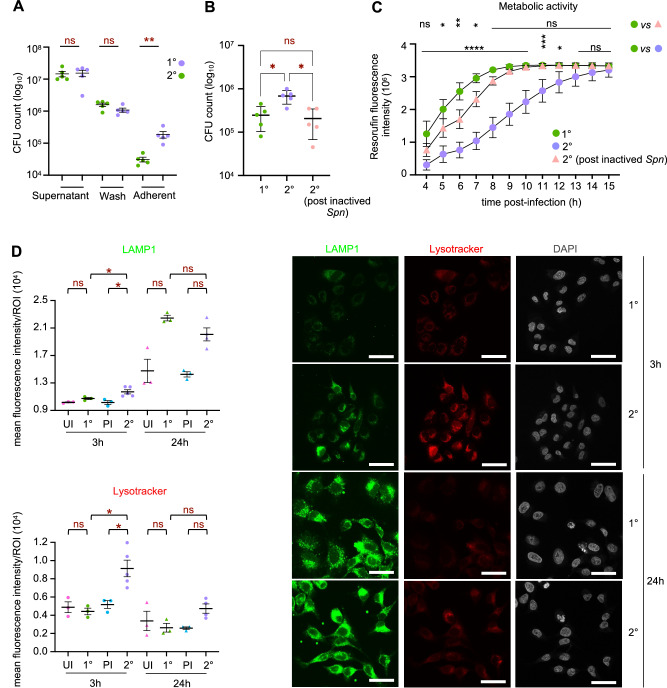
*S. pneumoniae* actively modifies cells following primary infection. **A** Supernatant, wash, and A549 cells were collected at time α (1 h) post 1° and 2° infection with MOI 35 for CFU counts, *n* = 5 biological replicates, lines are the mean ± SEM and statistical significance was calculated by Mann-Whitney test, ns = not significant, two-tailed **p = 0.0079. **B** A549 cells were collected at time α (3 h) after 1° and 2° (MOI 20) for CFU counts, *n* = 5 biological replicates, lines are the mean ± SEM and statistical significance was calculated by two-tailed Mann-Whitney test, ns = not significant, *p = 0,0159 (1°/2°), *p = 0,0238 (2°/2°post inactived *Spn*). **C** A549 cell metabolic activity measured by alamarBlue assay. Cells treated at time α (3 h post infection, MOI 20), 1 measure of fluorescence/hour for 12 hours. Results are expressed as resorufin fluorescence intensity. Plot shows mean ± SEM from *n* = 4 biological replicates. Statistical significance was determined by two-way ANOVA with FDR Benjamini-Hochberg correction for multiple comparisons Q = 0.05 for 1° (green round) versus 2° infection (round purple) ns = not significant, *p = 0.0145, ***p = 0.0004, ****p = 0.0001 and 1° (green round) versus 2°^§^ infection (^§^*Spn* inactived at 1° infection then *Spn* live at 2°, triangle pink) ns = not significant, *p = 0.0311 and 0.0170, **p = 0.0021. **D** Quantification of LAMP1 and colocalization with lysotracker® at time α (3 h, round) and time β (24 h, triangle) for UI, 1°, PI and 2° conditions in the A549 cells. Plots show quantifications from 60 to 75 cells by conditions in the same experiment, mean fluorescence intensity of Regions of Interest (ROI) from *n* = between 6000 and 22,000 lysosomes total (Fig. S2.B) ± SEM, statistical significance was determined by two-tailed Mann–Whitney test, ns = not significant, *p = 0.0357. On the right, representative immunofluorescence images by confocal microscopy of A549 cells stained with LAMP1 (GFP; green), LysoTracker® (Deep Red; red), and DAPI (gray) at time α (3 h) and β (24 h) after 1° and 2° infection. Scale bar = 20 μm. Source data are provided as a Source Data file for **A**–**D**.

Metabolism of host cells is often affected upon infection. Thus, we monitored the metabolic activity of cells using Resazurin, an oxidation-reduction indicator that becomes Resorufin, fluorescent upon reduction in the reducing environment of metabolically active cells (Fig. 2C). Interestingly, Resorufin fluorescence increased at a significantly faster rate following 1° infection compared to 2° infection, demonstrating a slower oxidation-reduction rate during 2° infection. Similarly to what is observed for bacterial recovery, the loss in metabolic activity during 2° infection is only observed if the 1° infection was performed with live bacteria.

As lysosomes are key metabolic signaling centers^19^, we further monitored their level and acidity following 1° and 2° infections. Quantification of lysosomes was performed using LAMP1 staining of fixed cells. Although 1° infection leads to a small increase in LAMP1 staining intensity, 2° infection increases it even more (Fig. 2D and S2A). Interestingly, this effect is only observed at 3 h post infection, when bacteria are present and alive, whereas no difference is observed at 24 h, post antibiotic treatment. In addition, a significant increase in the acidity of lysosomes, as measured using lysotracker, was also observed specifically during 2° infection. Surprisingly, bacteria and LAMP1 do not colocalize in either 1° or 2° infections (Fig. S2B), suggesting that lysosomes are not filled with bacterial products. These observations further confirm that the increase in bacterial numbers upon 2° infection reflects an increase in adhesion and not invasion. Therefore, endosomal trafficking is also modified following 1° infection.

It is interesting to note that modifications following 1° infection only affect certain pathways. Indeed, DNA damage was measured by monitoring the level of γH2Ax, which is essential to the efficient recognition and/or repair of DNA double-strand breaks (Fig. S2C). Although infection clearly induces a measurable level of DNA damage, these levels are similar during 1° and 2° infections.

### Cells maintain an epigenetic mark after infection

Our data demonstrate that 1° infection changes the cells in a lasting manner, suggesting a mechanism to maintain a memory of infection through multiple cell divisions. This raised the question of whether an epigenetic mechanism could contribute to these changes, with a particular interest in histone modifications. To identify potential modifications, we performed a multiplex ELISA, which analyzed twenty-one modified histone H3 patterns simultaneously in histone extracts from cells at 3 hours (1°) and 7 days (PI) after infection compared to uninfected cells (UI) (Fig. 3A and S3A). Interestingly only one histone modification was significantly detected at 7 days following bacteria challenge, di-methylation of histone H3 on lysine 4 (H3K4me2). This modification is not reliably detected directly after 1° infection and appears later. We further measured H3K4me2 levels in whole cell extracts by immunoblotting (Fig. 3B and S3B). By comparing the level of modified H3, we confirmed the significant increase at 7 days (PI) compared to 3 h (1°) and uninfected cells (UI). Given that H3K4me2 is often associated with H3K4me3, as the methyltransferase is the same, we also measured levels of tri-methylation under the same conditions. However, the level of H3K4me3 does not change either upon 3 h of infection (1°) or 7 days after infection (Fig. 3C and S3C). With this data, we concluded that infection leaves one specific epigenomic mark after bacterial clearance and that it persists for at least 7 days.

**Fig. 3:**
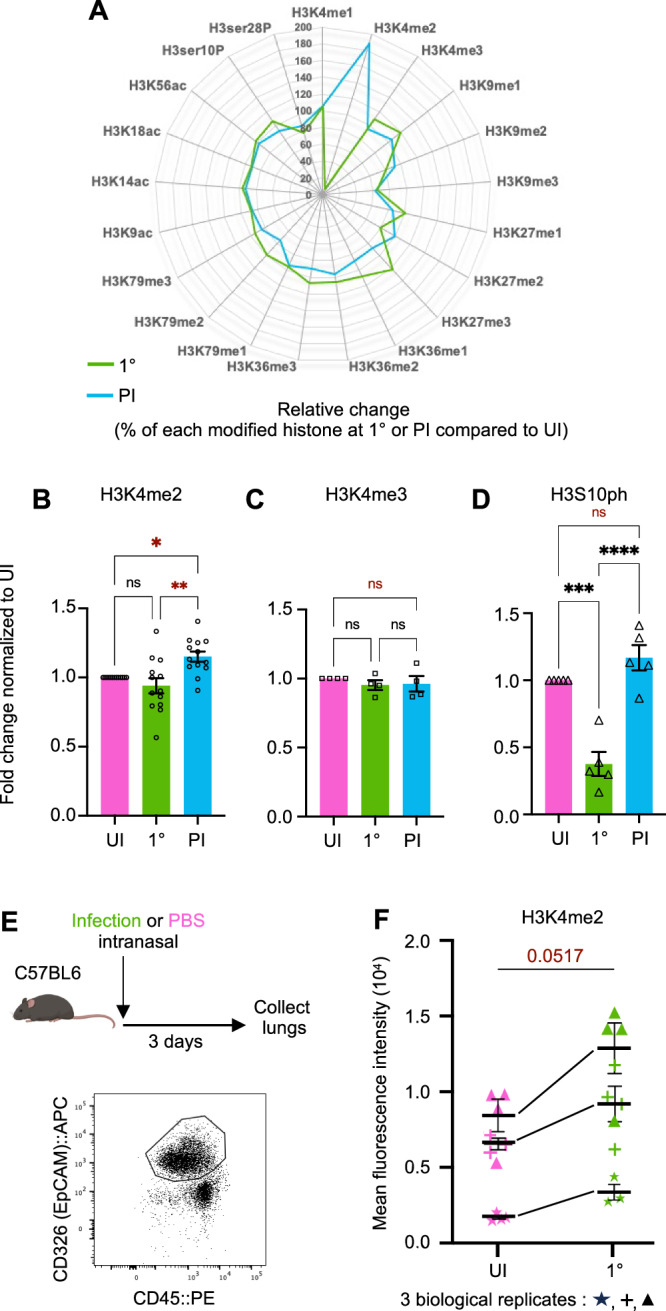
Cells maintain an epigenetic mark after primary infection. **A** Quantification of twenty-one modified histone H3 patterns by Multiplex ELISA assay in the A549 cells. Radar plots representing the relative change (%) of each histone H3 modification between 1° or PI and UI cells at time α (3 h). Values in Supplementary Fig. S3.A. **B** Immunoblot detection of H3K4me2 at 1°, PI and UI at time α (3 h). Mean ± SEM of values expressed as normalized band intensity relative to β-actin followed by fold change of infected cells at 1° or PI to UI, *n* = 13 biological replicates. Statistical significance was determined by one-way ANOVA method with Tukey’s multiple comparisons test (ns = not significant, *p = 0.0209, **p = 0.0011). Representative image of immunoblot in Supplementary Fig. S3.B**C** Immunoblot detection of H3K4me3 1°, PI and UI at time α (3 h). Data points represent mean ± SEM, *n* = 4 biological replicates. Histogram shows the values expressed as normalized band intensity relative to β-actin followed by fold change of infected cells at 1° or PI to UI. Statistical significance was determined by one-way ANOVA method with Tukey’s multiple comparisons test (ns = not significant). Representative image of immunoblot in Supplementary Fig. S3.C. **D** Immunoblot detection of H3S10ph at 1° or PI to UI at time α (3 h). Data points represent mean ± SEM, *n* = 5 biological replicates. Histogram shows values expressed as normalized band intensity relative to β-actin followed by fold change of infected cells at 1° or PI to UI. Statistical significance was determined by one-way ANOVA method with Tukey’s multiple comparisons test (ns = not significant, ***p = 0.0002, ****p < 0.0001). Representative image of immunoblot in Supplementary Fig. S3.D. **E** In vivo **e**xperimental set-up described in Methods section. Illustration of mouse created with BioRender.com. **F** Mean intensity levels of H3K4me2 of epithelial cells from mice treated with PBS (UI) or infected (1°) is represented by a symbol for each mouse, *n* = 3 biological replicates (stars, crosses, triangles) with 3 or 4 mice per condition, mean ± SEM for each biological replicate. Statistical significance was determined by ratio paired *t* test of mean (*p* = 0.0517). Source data are provided as a Source Data file for **A**–**F**.

To further assess the specificity of this lasting modification, we measured the levels of H3 phosphorylation, as we had previously shown that *Sp* infection induces dephosphorylation on serine 10^13^. Although a significant decrease in phosphorylation levels is observed 3 h post 1° infection, the levels returned to uninfected levels by 7 days (PI) (Fig. 3D and S3D). Therefore, H3S10 dephosphorylation is transient in comparison to H3K4me2, which is maintained.

In vivo relevance of this modification was also monitored following intranasal inoculation in a mouse model (Fig. 3E; The mouse was created with BioRender.com released under a Creative Commons Attribution-Noncommercial-NoDerivs Academic license, agreement number: PM26VA8SLI). 3 days post infection, lungs were collected, and the level of H3K4me2 was measured in epithelial cells by FACS analysis. Strikingly, a consistent increase in the levels of di-methylation was observed upon infection as compared to a PBS control (Fig. 3F). Therefore, H3K4me2 is a chromatin mark maintained after infection with *S. pneumoniae* both in vitro and in an in vivo physiological model of infection.

### H3K4me2 levels are actively induced by live bacteria and dependent on cellular binding

We evaluated how the increase in di-methylation levels of H3K4 is distributed from cell to cell by performing immunofluorescence analysis to quantify the level of histone modification in individual cells. Images show a slight variability of H3K4me2 levels from one cell to another, with some cells staining more intensely than others under all conditions (Fig. 4A). Greater magnification reveals di-methylation of H3K4 is localized to euchromatin under all conditions, which is where most transcriptional activity takes place (Fig. S4A). Images were quantified for many nuclei to evaluate the levels of H3K4me2 in Fig. 4B. The global levels significantly increased at 48 hours following 1° infection and were still elevated 9 days (PI). Images show that both the number and the intensity of fluorescence increase in both conditions. This increased level of H3K4 di-methylation 9 days after infection (PI live) does not change after a second infection (2°) (Fig. S4B), suggesting that these levels are maximal 9 days post infection and cannot be increased further by subsequent infections.

**Fig. 4:**
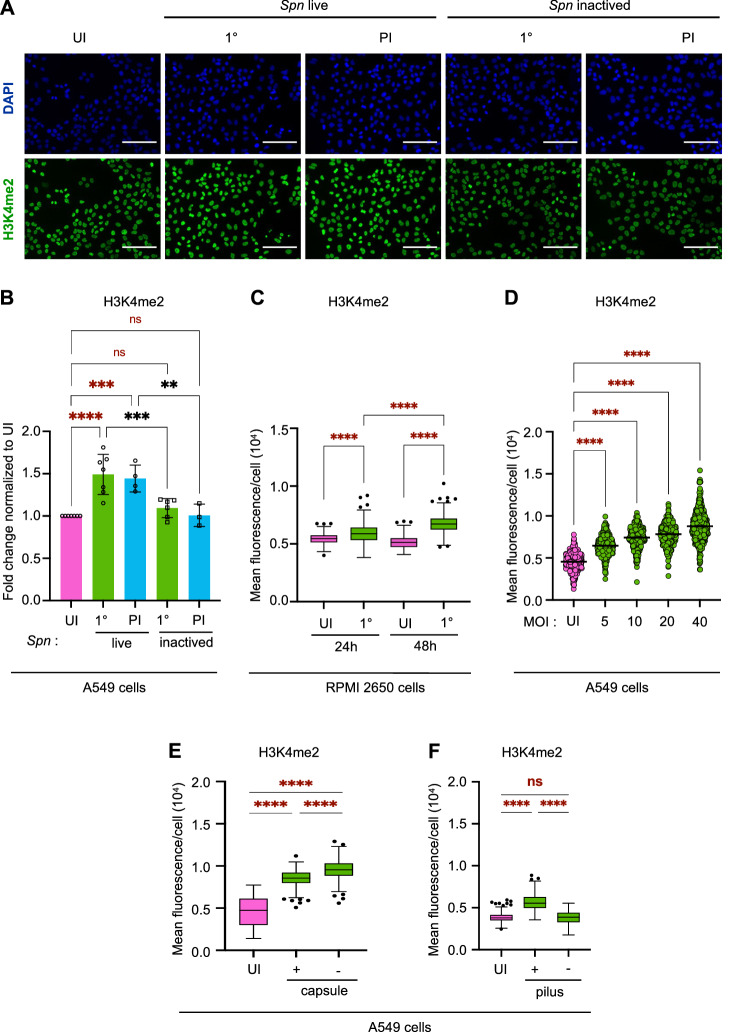
The increase in H3K4me2 levels is actively induced by live bacteria. **A** Representative images of immunofluorescence detection of nuclear H3K4me2 in A549 UI or infected with *Spn* live and *Spn* inactived (1° and PI, MOI 20) at time γ. Cells stained for H3K4me2 (GFP; green) and DAPI (blue). Microscopy images were taken at ×20 magnification, and the scale bar represents 100μm. **B** Quantification of H3K4me2 normalized to the segmented nuclei using DAPI signal. Data points expressed as fold change of mean fluorescence intensity of infected cells 1° and PI to UI (MOI 20) with *sp* live and *sp* inactived at time g. Graphs display quantification from *n* = 3 to 7 biological replicates with the mean values ±SD for each condition. Statistical significance was determined by one-way ANOVA with Fisher’s LSD test (ns = not significant, **p = 0.0012, ***p = 0.0001, ****p < 0.0001). **C** Quantification of H3K4me2 intensity normalized to the segmented nuclei using DAPI signal at time β and γ 1° (MOI 10) and UI. Box and whiskers plot with line denoting the median value from *n* = 754 to 1075 nucleus by conditions in the same experiment. Statistical significance was determined by one-way ANOVA comparing means with Tukey’s multiple comparison test (****p < 0.0001). **D** Quantification of H3K4me2 according to Multiplicities of infection (MOI) normalized to the segmented nuclei using DAPI signal at time γ. Histogram shows the mean fluorescence intensity ±SEM from *n* = 435 to 480 nuclei by conditions in the same experiment. Statistical significance was determined by one-way ANOVA with Fisher’s LSD test (****p < 0.0001). **E**, **F** Quantification of H3K4me2 intensity after infection with **E** *Spn* mutant without capsule (−) or **F** *Spn* mutant without pilus (−), compared to wildtype *Spn* (+). H3K4me2 intensity is normalized to the segmented nuclei using DAPI signal at time γ post 1° (MOI 20) and UI. Graphs display quantification *n* = 300 nuclei/condition/exp. Box and whiskers plot with line denoting the median value. Statistical significance was determined by one-way ANOVA comparing means with Tukey’s multiple comparison test (****p < 0.0001). Source data are provided as a Source Data file for **A**–**F**.

Given that pneumococci are mainly carried in the upper respiratory tract, and that A549 cells are type II pneumocytes, we further measured H3K4me2 levels in nasal RPMI 2650 cells. Similarly to A549 cells, we observe a strong increase in the level of H3K4me2 after 24 and 48 hours of infection (1°) (MOI 10) compared to uninfected cells (UI) (Fig. 4C). In these cells, we also confirmed the specificity of our antibody by performing the same immunofluorescence experiments with another H3K4me2 antibody cataloged in the Histone Specificity Database (http://www.histoneantibodies.com). Similarly, we observe a strong increase in the level of H3K4me2 after 48 hours of infection (1°) compared to uninfected cells (UI) (Fig. S4C), independently of the antibody used. Together these results show that H3K4 is di-methylated by infection in multiple epithelial cell types.

To demonstrate that H3K4 di-methylation is actively induced during infection, we determined whether the increase in H3K4 di-methylation is proportional to the bacterial load. We performed infections with increasing numbers of bacteria and measured H3K4me2 levels by immunofluorescence (Fig. 4D). These results clearly show that increasing the bacterial load increases the levels of H3K4me2. We further monitored H3K4me2 levels upon incubation of cells with inactivated bacteria (Fig. 4A, B). These results show that di-methylation is only increased following infection with live bacteria. Importantly, these data also indicate that the increase in bacterial load and metabolic alterations reported in Fig. 2C are dependent on H3K4me2. Together, these results show that the H3K4me2 epigenetic modification of cells is necessary for seco ndary phenotypes and is a feature of a live infection rather than due to a cellular response to the passive presence of bacterial factors.

We further determined whether bacterial factors impacting bacterial adhesion were important for the induction of H3K4me2. We compared the levels of H3K4me2 induced by wild-type pneumococcus (+) to those induced by a mutant lacking capsule (-) (Fig. 4E). For both strains, the levels of H3K4me2 were significantly increased compared to uninfected conditions and were slightly higher in response to the capsule mutant. These results demonstrate that capsule is not required for the observed increase in H3K4me2 and are consistent with results showing a lack of increase with inactivated bacteria, which retain capsule. In addition, we tested the ability of a mutant lacking pilus to induce H3K4me2 (Fig. 4F). Interestingly, only the wild-type strain induced an increase in H3K4me2 levels, and the pilus mutant did not. Therefore, the pilus is necessary for the observed increase in H3K4me2. Together, these data show a direct correlation between the level of bacterial attachment and the increase in H3K4me2, as a capsule mutant, which binds to A549 cells more strongly, leads to higher levels, whereas a pilus mutant less able to bind, does not induce di-methylation of H3 (Fig. S4D, E). Therefore, bacterial binding drives H3 di-methylation.

### H3K4me2 is a specific persistent histone mark

As H3K4 can be mono-, di-, or tri-methylated, we assessed whether other modifications on this residue were also altered upon infection. We measured levels of H3K4me3 and me1 by immunofluorescence in the same manner we determined the levels of H3K4me2. Results in Fig. 5A, B show that although a transient increase in both me3 and me1 is observed following infection (24 h and 48 h, respectively), but do not persist for 7 days or 9 days, respectively. Thus, our data demonstrate that H3K4me2 is the only modified form of H3K4 that persists at least 9 days following infection with *Sp*.

**Fig. 5:**
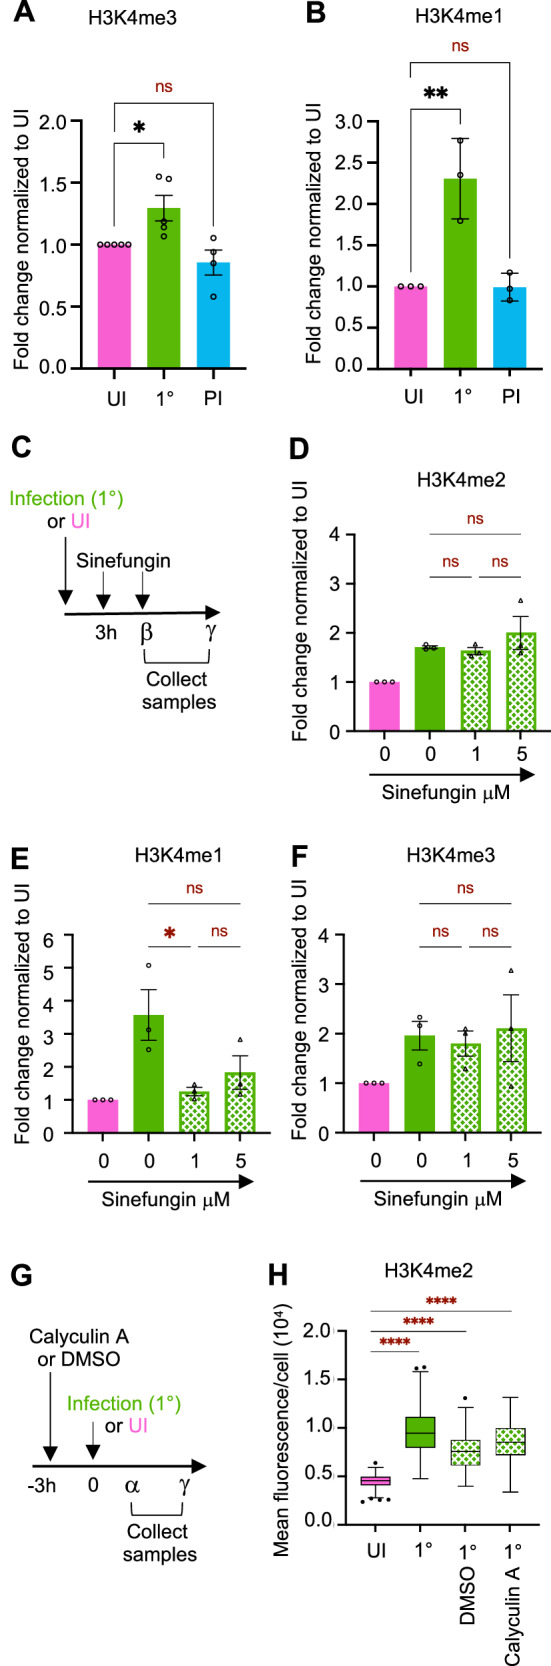
H3K4me2 is a specific persistent mark induced by infection. **A** Quantification of H3K4me3 normalized to the segmented nuclei using DAPI signal. Data points are expressed as fold change of mean fluorescence intensity of infected A549 cells (MOI 20) at time β post 1° and PI to UI. Graphs display mean ±SEM from *n* = 4 to 5 biological replicates. Statistical significance was determined by one-way ANOVA with Fisher’s LSD test (ns = not significant, *p = 0.0208). **B** Quantification of H3K4me1 normalized to the segmented nuclei using DAPI signal. Data points are expressed as fold change of mean fluorescence intensity of infected A549 cells (MOI 20) at time γ post 1° and PI to UI. Graphs display mean ±SD from *n* = 3 biological replicates. Statistical significance was determined by one-way ANOVA comparing means with Tukey’s multiple comparison test (ns = not significant, **p = 0.0041). **C** Experimental set-up with methyltransferase global inhibitor Sinefungin describes in Methods section (*β* = 24 h, *γ* = 48 h). **D**–**F** Quantification of H3K4me2 at time γ (**D**), H3K4me1 at time γ (**E**), H3K4me3 at time β **F** normalized to the segmented nuclei using DAPI signal. Data points are expressed as fold change of mean fluorescence intensity of infected cells (MOI 20) at 1° to UI. Graphs display the mean values ±SEM from *n* = 3 biological replicates. Statistical significance was determined by one-way ANOVA comparing means with Tukey’s multiple comparison test (ns = not significant, *p = 0.0323). **G** Experimental set-up with Calyculin A, described in Methods section (*α* = 3 h, *γ* = 48 h). **H** Quantification of H3K4me2 at time γ, intensity normalized to the segmented nuclei using DAPI signal at time γ post 1° (MOI 20) and UI. Box and whiskers plot with a line denoting the median value from *n* = 3 biological replicates. Statistical significance was determined by one-way ANOVA comparing means with Tukey’s multiple comparison test (****p < 0.0001). Source data are provided as a Source Data file for **A**–**H**.

To begin to understand how infection leads to increased levels of H3 di-methylation, we used the pan-methyltransferase inhibitor Sinefungin, which we added to cells directly after infection (Fig. 5C). Samples were collected 48 h later to assess the levels of H3K4me2. Surprisingly, none of the concentrations of inhibitor tested blocked infection-induced di-methylation (Fig. 5D), even though these concentrations adequately blocked mono-methylation (Fig. 5E). Similarly to di-methylation, tri-methylation remained unchanged in the presence of Sinefungin (Fig. 5F), strongly suggesting that bacterial infection is not increasing the activity of a host methyltransferases, rather it could be blocking a demethylase.

We have previously shown that *S. pneumoniae* induces a strong histone H3 dephosphorylation on serine 10 during infection through activation of the host PP1 phosphatase^13^, which we hypothesized could be a precursor modification to H3K4me2. Therefore, we used Calyculin A, a PP1 inhibitor, to block H3S10 dephosphorylation and assessed the levels of H3K4me2 48 h later (Fig. 5G). Although the inhibitor was effective in blocking H3S10 dephosphorylation (Fig. S5D), it had no effect on the levels of H3K4me2, demonstrating that both modifications are independent.

### Methylome dynamics during 1° infection

To study the distribution of H3K4me2 along the host cell genome, we used chromatin immunoprecipitation (ChIP-seq) to profile the methylome upon infection. The analysis recovered ~28,000 peaks 7 days post infection (PI) but only ~12600 directly after infection (Fig. 6A), which is consistent with immunofluorescence experiments showing a steady increase in H3K4me2 levels following 1° infection until 7 days (PI). Interestingly most of the peaks recovered following 1° infection are shared peaks with both UI and PI conditions, and only ~1 700 (~13%) are unique to that condition, supporting the idea that this time point is transitional. In contrast, more than ~30% of peaks unique to the PI condition (8221) are unique and distinct from either UI or 1° conditions. These results are consistent with a principal component analysis along the 1° infection time course (Fig. 6B), which reveals that the primary source of variability for H3K4me2 coincides with the difference between UI and PI conditions (PC1 ~ 44%). Therefore, genome-wide epigenomic changes take place upon 1° infection. The second source of variability (PC2 ~ 27%) corresponds with the distance between the two biological replicates of the 1° infection time point, possibly underlying the heterogenous response of the epigenome after the 1° infection. Taken together, these data show that upon infection, a large number of peaks differ in comparison to UI, and this difference continuously increases up to 7 days (PI). Representative examples of peaks undergoing an increase in H3K4me2 are shown in Fig. 6E.

**Fig. 6:**
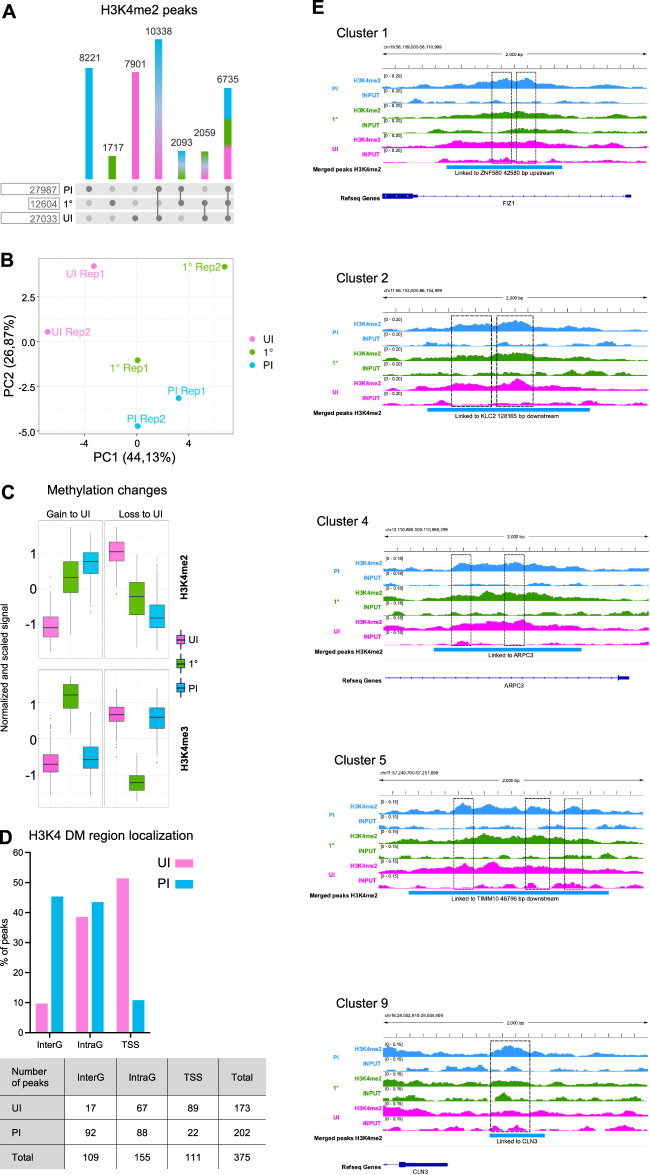
Methylome dynamics during primary infection. **A** Number of reproducible peaks between replicates per time point are compared among the three-time points by simple overlap of at least 50% of the peak length. **B** Principal component analysis of the H3K4me2 peaks by sample. Principal components are calculated on peak enrichment, i.e., read counts, after removal of the replicate batch effect. **C** Methylation changes for H3K4me2 and H3K4me3. Count distribution is plotted per time point for the most dynamic regions (DMRs), i.e., those showing the biggest changes in methylation. Read counts per peak are normalized by sequencing depth, peak length, and the replicate batch effect is corrected; they are subsequently centered and scaled by their standard deviation. Peaks are clustered and two global profiles are shown: gain and loss of methylation with respect to UI **D** H3K4me2 DMRs localization. Percentage and number of UI peaks (loss of methylation) and PI peaks (gain of methylation) according to the localization: Transcription start site (TSS) for peaks overlapping the 2 Kb interval centered around the transcription start site; Intra Genic (IntraG) for peaks located within the gene annotations and outside the TSS interval; Inter Genic (InterG) for all other peaks. **E** Genome browser snapshots of representative regions (windows of 2 Kbp), gaining H3K4me2 over the time course. Tracks show the normalized coverage, pooled over the two replicates for H3K4me2 ChIP and INPUT samples. Genes predicted to be linked to the peak (see methods) are represented within the window when possible, otherwise their name and distance to the peak are indicated. Clusters are defined with the Multiple Factor Analysis (see Fig. 7). Source Data **A**–**E** were deposited into the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information under accession number GSE230142.

We further clustered the enrichment of H3K4me2 for the most dynamic peaks, i.e., those showing the biggest changes in methylation (Fig. 6C), and separated them into two global profiles, those that gain and those that lose signal intensity compared to UI. These profiles reveal that the gain or loss observed following infection is maintained at 7 days (PI). Interestingly, we compared this H3K4me2 methylation profile to that of ChIP-seq we performed on H3K4me3 and observed a very different peak pattern. Indeed, tri-methylation peaks were detected rapidly after infection (1°), but disappeared, leaving no differential peaks at 7 days (PI) compared to UI. These results further support that pneumococcal infection specifically induces di-methylation, a modification that is maintained genome-wide for at least 7 days (PI).

We proceeded to map the localization of the most significant H3K4me2 peaks, which we name “differentially methylated” (DM), that were detected post infection compared to those detected in uninfected conditions (Fig. 6D). Under these stringent conditions, we mapped 375 peaks, 173 from UI and 202 for PI conditions. Interestingly, although H3K4me2 in uninfected cells is lowly abundant in Inter-Genic regions (InterG), and most abundant in Intra-Genic (IntraG) and at transcription start sites (TSS), distribution is altered upon infection. In PI conditions, most peaks are present at inter and intragenic regions, and not at transcription start sites. By incorporating ENCODE data into our data on DM peaks, we performed unbiased clustering according to chromatin state, profile, and localization (Fig. S6A). Strikingly, peaks from UI conditions clustered together according to their localization to TSS and regions known to accumulate H3K4me3. These peaks are also shared with our ChIP-seq data on H3K4me3. In contrast, PI peaks are unique and cluster in regions known to have marks of enhancer regions (H3K27ac and H3K4me1). Therefore, altogether, our ChIP-seq data show that 7 days (PI), infection has remodeled the host methylome as cells have differential peaks to UI conditions, and this process occurs mainly in enhancer regions of the genome.

### Identification of the regulatory modes underlying primary and secondary infections

Even though our ChIP-seq data identified a significant number of di-methylated peaks 7 days post infection, at this same time point, there are no gene expression changes between UI and PI conditions. However, upon 2° infection, gene expression is altered in a significant manner compared to 1° infection, raising the question of a possible link between H3K4me2 peaks and transcriptional changes. To address this point, we integrated our transcriptome data with our ChIP-seq data in order to find links between the two analyses (Fig. S6B). 

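Between PI and UI cells 3 genes passed, no more than simulations without an effect gave. SNORD14E was lower in PI by a log2 fold change of -0.57 (standard error 0.06, adjusted p = 0.0017) and SNORD66, another small nucleolar RNA, by -0.44 (standard error 0.06, adjusted p = 0.037). SYNGR3, a synaptic vesicle protein, was higher by 0.42 (standard error 0.06, adjusted p = 0.048). These 3 were the genes under 0.05 in limma after ComBat. Simulated arrays without any effect, with genes drawn independently, gave a mean of 13 such calls. The number of calls after ComBat therefore does not show that PI and UI differ. An unadjusted p under 0.05 was found for 1444 genes (14.0%), against 15.0% in the simulations. Of 99 small nucleolar RNAs, 14 were lower in PI when adjusted over the list alone, and of 24 genes of the amino acid deprivation response 4 were lower, with a median of -0.22. As groups both were lower (camera, adjusted p = 2.8e-06 each), as were FOXO targets (0.00030), immediate early genes (0.00098), p53 targets (0.0015), aminoacyl-tRNA synthetases (0.014) and MAP kinase feedback inhibitors (0.038). S phase and mitosis genes (1.6e-06), oxidative phosphorylation (0.0015) and cholesterol synthesis (0.0031) were higher. For cholesterol synthesis the median was 0.17, and without UI replicate 2 it was 0.0085 and the call was lost (adjusted p = 0.94), as it was without PI replicate 2 (0.45). Each of these group calls was lost with an estimated correlation, where the adjusted p ran from 0.635 to 0.733. With all 12 arrays limma called no gene and 1270 had an unadjusted p under 0.05. With the replicate number in the model SNORD14E alone passed (adjusted p = 0.046, with 479 genes at an unadjusted p under 0.05). Simulations without an effect gave a mean of 0.2 and at most 1 such call in that model. With the values as deposited EGR1 alone passed (-0.78, adjusted p = 0.012, with 82 genes at an unadjusted p under 0.05). Leaving out 1 more array gave 2 to 333 genes, the most without UI replicate 1.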

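Set directly against 1° cells, 2° cells had 3 genes past the threshold, fewer than simulations without an effect gave. CXCL3 was lower in 2° by a log2 fold change of -0.45 (standard error 0.07), and SLC6A8, a creatine transporter, and PKMYT1, a kinase that restrains entry into mitosis, were higher by 0.49 (standard error 0.07) and 0.35 (standard error 0.05). These 3 genes had an adjusted p of 0.046 in limma and were named after their values were seen. Simulated arrays without any effect, with genes drawn independently, gave a mean of 28.3 such calls. An unadjusted p under 0.05 was found for 1670 genes (16.1%), against 15.7% in the simulations. EGR1, an immediate early transcription factor, rose by 1.38 (standard error 0.24) in 1° and 2.22 (standard error 0.22) in 2°, and its change in PI against UI was -0.77 (standard error 0.22, adjusted p = 0.15). Its level in 2° and 1° cells differed by 0.07 (standard error 0.24, adjusted p = 0.92). The difference of its responses, 0.84 (standard error 0.33), had an adjusted p of 0.37, and 0.021 with the values as deposited. FBXO44, a ubiquitin ligase subunit, and SNORA33 responded more in 2°, by 0.46 and 0.56 (adjusted p = 0.085 each), and MELTF, an iron-binding protein, and GNG7, a G protein subunit, responded less, by -0.41 and -0.34 (adjusted p = 0.10 and 0.13). Of the 20 genes named for the difference, SNORD14E had the lowest adjusted p with the replicate number in the model, 0.29. Over all 12 arrays and with the replicate number in the model no gene passed limma's test of 2° against 1°, with 1158 and 503 at an unadjusted p under 0.05. None passed with the values as deposited (1250 at an unadjusted p under 0.05), and leaving out 1 more array gave 0 to 686 genes, the most without secondary replicate 1.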

A direct intersection of the differentially methylated peaks (DMs) with the differentially regulated genes (DE) only yielded 29 direct associations (dark line continuous in Fig. S6B). Amongst these, only 9 were linked with a gain in methylation, which is what we are particularly interested in. Therefore, we decided these few genes were not sufficient to further our analysis, and we extended our analysis to include regions of methylation and genes beyond the strict statistical significance of our epigenome and transcriptome studies (black lines dotted in Fig. S6B). Using this method, we predicted 3845 regulatory links between H3K4me2 regions and genes. Together with the above 29, we analyses 3874 associations from a global perspective, using a multiple factor analysis (MFA)^20^. This factorial method is aimed at uncovering the main sources of variability that characterize a dataset among multiple sets of quantitative and qualitative variables. For the analysis, we used both transcriptome and methylome, more precisely: the complete transcriptome dataset of the UI cells, post 1° infection, PI, and post 2° infection (TOME); the H3K4me2 log fold change of PI vs UI and the average H3K4me2 level of the 1° infection time course (METH). We added the epigenome profile of the UI cells (EPIG) described by six key histone marks symptomatic of the main active and repressive chromatin states (CS). We retrieved ten ENCODE samples H3K4me3, H3K4me2, H3K4me1, H3K27ac, H3K79me2 and H3K27me3 from the ENCODE database (10.1038/s41586-020-2493-4) for A549 cells. Finally, we considered two additional variables that describe the regulatory links between genes and H3K4me2 peaks, as estimated by the T-Gene tool of the MEME suite (10.1093/bioinformatics/btaa227): the distance in bp separating each gene-peak pair (DIST) and the correlation between chromatin and gene expression changes in an independent tissue panel (CORR) (Fig. S7A).

Factors resulting from the MFA summarize the structure of the joint groups of variables, as shown by the cumulative percentage of variance associated with the first 5 factors/dimension (Dim) and the correlation coefficients of groups of variables with each factor (Fig. S7B). Such factors unveil correlations among the different groups, one of which is very interesting for our study, namely the correlation between DMRs and DEGs in Dim1 and that between TOME and METH in Dim3. (Fig. S7B and Fig. 7A). Furthermore, in the methylome analysis, an increase in dynamic H3K4me2 peaks at 7 days (PI) was demonstrated. This correlation suggests a strong link between an increase in gene expression levels and the increase in H3K4 di-methylation at 7 days (PI). Additionally, Dim2 unveils a correlation between the EPIG, CS, and DMR, further supporting the H3K4me2 epigenome profile at enhancer region (Fig. S6A).

**Fig. 7:**
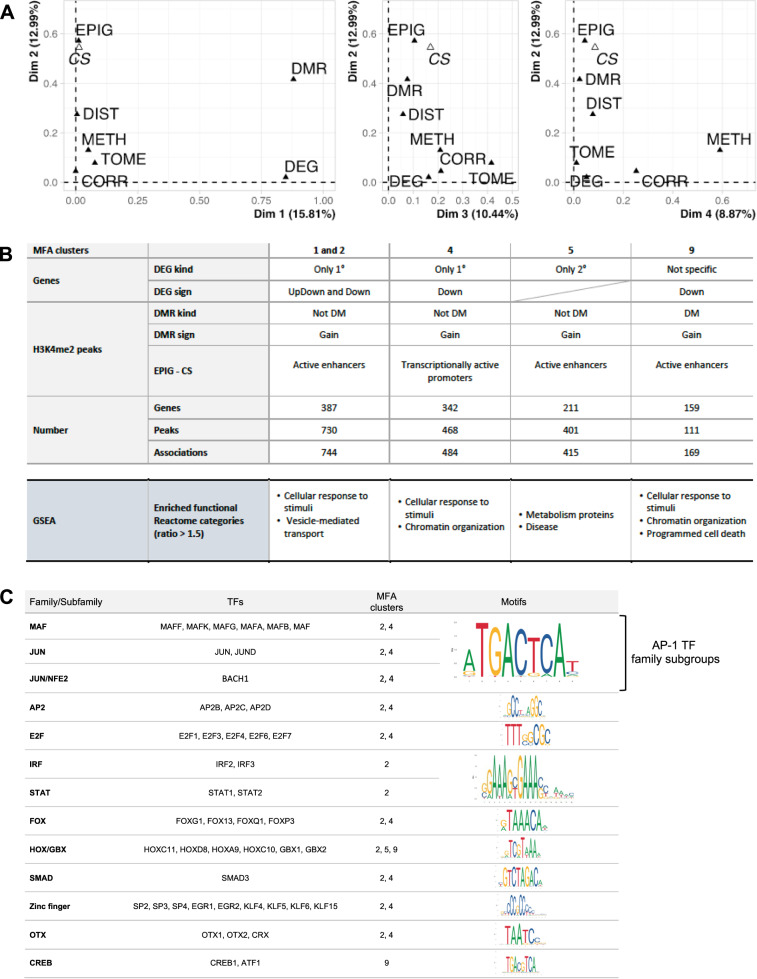
Identification of the regulatory modes underlying the primary and secondary infections. **A** Contribution of groups of variables to the definition of factors/dimensions. Groups of variables constitute the multiple factor analysis (MFA) input matrix and describe the genes (TOME = Transcriptome, DEG = Differentially expressed gene), the H3K4me2 peaks (Methylome = METH, DMR = Differentially methylated region, EPIG = Chromatin profile, CS = Chromatin state) and their association (DIST = distance, CORR = correlation). **B** Description of the four regulatory modes associated with an increase of H3K4me2. Clusters of gene-peak associations are characterized in terms of the categorical variables used in the MFA (DMR, DEG), the chromatin state of the peaks (EPIG, CS). Representation of enriched functional Reactome categories from GSEA for each MFA cluster: the observed number of genes belonging to a given Gene Set and the expected number per cluster (with ratio >1.5). **C** Transcription factors (TFs) associated with the regulatory modes. Table lists the TFs with binding motifs enriched in H3K4me2 peaks from the selected MFA clusters. Source Data A–C were deposited into the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information under accession number GSE230142.

Using the top factors obtained by the MFA, we clustered the regulatory links and characterize them using the variables enriched among dynamically marked H3K4me2 region, differentially expressed genes, and the functional categories specifically enriched. This analysis allows a subclassification of the data into smaller clusters unified by common features (Fig. 7B, and S7C). We focused our attention on clusters 1, 2, 4, 5, and 9 that contain most of the peaks gaining H3K4me2 methylation. Representative examples of H3K4me2 regions from each cluster are shown in Fig. 6E. MFA cluster 9 is the only cluster including H3K4me2 peaks that are differentially methylated in a significant manner between UI and PI conditions, while all other clusters include all H3K4me2 peaks. Such an analysis reveals that most H3K4me2 peaks gained in active enhancers are associated with downregulated genes, either specific to 1° infection (MFA clusters 1 and 2), or in a nonspecific manner (MFA cluster 9). At the 1° infection, we also find peaks associated with transcriptionally active promoters, but at downregulated genes, further supporting a role of H3K4me2 in transcriptional repression (MFA cluster 4). Thus, H3K4me2 seems to play a role in gene downregulation, and GSEA analysis of these, attributes their function to chromatin organization and cell response to external stimuli. Furthermore, it is interesting to note that the functional analysis of MFA clusters 1 and 2 (only 1° infection) reveals a role in vesicle-mediated transport and supports our LAMP1 data showing more LAMP1-positive lysosomal compartments detected in the 1° infection. Peaks associated with active enhancers exclusively mark genes specific to 2° infection regardless of up or downregulation (MFA cluster 5). Interestingly, functional analysis of this cluster displays a role in metabolism and comfort our data in Fig. 2C exhibiting distinct metabolism dynamics upon 1° and 2° infections. Therefore, although straightforward global links between transcriptome and epigenome yielded a very small number of genes, MFA generated meaningful associations by clustering our data into smaller clusters. These reveal that infection-induced H3K4me2 probably has different roles depending on the genomic localization and the transcriptional context in which it is placed.

We reasoned that each MFA cluster could be regulated by different transcription factors. Therefore, we performed a transcription factor motif enrichment analysis on the H3K4me2 peaks of clusters gaining marking upon infection, i.e., MFA clusters 1, 2, 4, 5, and 9 (Fig. 7C). Interestingly, we obtained the enrichment of TFs known to be involved in immune regulation, such as SMAD3, and IRF and STAT family members, all shown to have a role during infection by viral and bacterial pathogens. Other TFs families, such as Fox, Hox, Zinc finger, OTX, and CREB have more extended cellular functions. Remarkably, this analysis reveals significant motif enrichment for the Activator Protein-1 (AP-1) family members. This ubiquitous dimeric protein complex composed of different Jun and MAF subfamilies, has been shown to play a role mediating inflammation and in transcriptional memory responses^21–23^. Therefore, *S. pneumoniae* infection modifies host chromatin in an impactful way by impacting major transcription factor regulatory processes.

## Discussion

In our study, we demonstrate that infection by *S. pneumoniae* results in a long-lasting modification of epithelial cells characterized by changes in transcription, phenotype, and a specific histone modification, H3K4me2. This modification is detectable shortly after infection, specific to di-methylation of lysine 4, and persists for at least 9 days after bacteria are cleared with antibiotics. Genome-wide analysis of H3K4me2 peaks shows that they are mainly localized to enhancer regions in which pioneering transcription factors are predicted to bind, and when correlated with transcriptional regulation of nearest genes, these are mostly repressed. Interestingly, the observed epigenetic modifications arise upon the interaction of epithelial cells with live bacteria, indicating an active pathogenic mechanism, resulting in a higher bacterial load upon secondary infection.

Bacterial presence or production of secondary metabolites are types of stimuli sensed and to which eucaryotic cells respond through the integration of signal transduction resulting in chromatin rearrangements and transcriptional modulation. However, certain bacteria impose their own infection-favoring histone modifications to reprogram host transcription^5,6,24^. To target chromatin, bacteria have been shown to either hijack and repurpose host enzymes or inject factors termed nucleomodulins, which will directly modify histones^3^. We had previously shown that pneumococcus dephosphorylates histone H3S10 by relocalizing the host PP1 phosphatase to promote infection, and that the pneumolysin toxin PLY and pyruvate oxidase SpxB were the main bacterial factors mediating this modification^13^. However, we had not assessed the lasting potential of this mark. In our current work, we show that H3S10 dephosphorylation is a transient modification that rapidly returns to pre-infection levels shortly after clearing of bacteria and is not a precursor mark for H3K4me2. In contrast, H3K4me2 is acquired during infection and persists in multiple cell passages post-antibiotic treatment. This is the first characterization of a mark that is maintained and affects epithelial cell physiology over time. Interestingly, we show that pili and bacterial adhesion to cells is necessary to induce H3K4me2, whereas capsule is not. Furthermore, we show that di-methylation is an active mechanism that only occurs if bacteria are alive. In combination with our finding that the impact on a secondary infection is to increase bacterial numbers approximately 10-fold, our results indicate that this process is a mechanism driven by pneumococcus for its own benefit, and not a host stress response.

Bacteria-induced histone modifications have often been associated with virulence mechanisms as mostly pathogenic bacteria have been studied. However, we have recently shown that an asymptomatic pneumococcal colonizing strain activates a histone demethylase, KDM6B, to drive a homeostatic host response^12^. Disruption of this process leads to host cell damage in vitro and in vivo dissemination of the asymptomatic strain to the circulation. Although the effect of KDM6B is not on H3K4, as it is not a direct substrate, it is interesting to think that similarly to the histone modification induced by KDM6B, di-methylation could be important to better colonize respiratory epithelial cells. Whether H3K4me2 methylation is a virulence mechanism driving infection, or a means to enhance asymptomatic colonization remains to be determined.

The respiratory epithelium is composed of three major cell types: ciliated, secretory, and basal cells. These play critical roles in providing a barrier and defense system against inhaled pathogens^25^. The cells in contact with invading bacteria are thought to be terminally differentiated and constantly renewed. In our study, we show that H3K4me2 is induced in terminally differentiated type II pneumocytes (A549 cells), but also in undifferentiated nasal cells (RPMI cells) and in an in vivo model of infection. These results indicate that pneumococcus-induced epigenetic modifications occur in precursor cells and, therefore, have the potential to be transmitted to cells of the epithelium over multiple generations. Furthermore, we show that H3K4me2 is maintained through cell division. We hypothesize that H3K4me2 occurs initially in cells in contact with pneumococcus, and this mark is transmitted through cell division. Therefore 7 days later, cells display H3K4me2 even if they were not initially in contact with bacteria. Epigenetic transmission is more likely than the possibility that continuous cellular signals perpetuate the mark over time as we no longer detect any live bacteria after 24 h, and no more bacterial products after 3 days. Furthermore, cell divisions over time ensure that after 7 days cells are in majority renewed. Therefore, we show that *S. pneumoniae* epigenetically modifies epithelial cells during infection, and the epigenomic mark is transmitted through cell division to cells that were not in contact with bacteria, illustrating the potential to modify large numbers of cells.

H3K4 has the potential to be mono-, di- or tri-methylated and the number of methyl groups could define different chromatin states. H3K4me1 is a well-established feature of enhancers, often associated with active enhancers, and H3K4me3 marks the promoters of active genes^26^. H3K4me2 is less well defined, and often characterized along with H3K4me3 as functional studies are done by inactivating a methyltransferase, most often shared between di- and tri-methylation^27,28^. In yeast, H3K4me2 has no clear association with transcriptional status, in animals H3K4me2 was suggested to be involved in transcriptional activation, and in plants the association is with repression^29^. As genomic localization and association with other histone modifications and chromatin features are important for defining the role of a particular mark, it may be that a generalized role for H3K4me2 cannot be made. Alternatively, heterogeneity in the cell population could make bulk analysis difficult to extract overarching features. This is what we find in our analysis, where the direct genome-wide association of H3K4me2 peaks with transcriptional activity was not possible on the global level. Instead, unbiased MFA allowed us to divide our findings into smaller clusters where a combination of chromatin states, genomic localization, and transcriptional regulation allowed us to draw some common features. This type of analysis has not previously been used to link transcriptome and epigenome data, but could be a good solution as the integration of ChIP-seq and RNA-seq data remains difficult and is slowly being addressed^30^. Intriguingly, if H3K4me2 was a “true” epigenetic mark, its function would be in maintaining chromatin states and not directly on transcriptional regulation.

Epigenetic transcriptional memory has been documented in multiple organisms and is thought to play a role in adaptation to changes in environmental conditions. In plants upon drought stress, a subset of genes display an increased transcription rate upon re-exposure to dehydration, along with a maintenance of high levels of H3K4me3 and phosphorylation of polymerase II at serine 5^31^. Similarly, hyperosmotic priming of *Arabidobsis* seedlings led to enhance drought tolerance in plants correlated with alterations in H3K27me3 profiles^32^. In yeast, localization within the nucleus at the periphery, as well as association with the histone variant H2A.Z, allows for robust reactivation^33^. In mammalian cells, one report shows that in HeLa cells, certain Interferon-γ regulated genes accumulate persistently high levels of H3K4me2, correlating with facilitated promoter accessibility for multiple cell cycles^34^. In all these studies, the histone mark is shown to be transmitted through the cell cycle and maintained through multiple cell divisions. Our results fit perfectly with already published data on epigenetic transcriptional memory. Infection specifically induces H3K4me2, which we identified by screening 21 different histone H3 marks and is maintained through multiple cell divisions affecting transcription upon secondary infection.

Innate immune memory (also known as trained immunity) is the process by which innate immune cells such as macrophages, monocytes, and natural killer cells, mount a faster and increased response to homologous or heterologous secondary challenge and display associated histone modifications^15^. Our data do not fit innate immune memory patterns as antibacterial responses are not elevated compared to the primary infection, live bacteria are essential, and a greater number of bacteria are recovered upon secondary infection. Thus, our data indicate that bacteria have their own mechanism of inducing transcriptional memory, and therefore pathogen manipulation of innate immune memory needs to be further studied to understand the impact on infectious processes.

By analysis of ENCODE data, one report has found that 90% transcription factor binding sites overlap specifically with H3K4me2 enriched regions, suggesting a tight regulation of H3K4me2 by transcription factor binding^35^. In our study, we performed a transcription factor motif search and found enrichment of certain binding sites in a MFA cluster-dependent manner. This result is interesting as it suggests there are specific genomic regions targeted by H3K4me2, which by Reactome analysis have biological significance for infection. Whether these transcription factors are necessary to initiate memory or maintain it remains to be determined. In yeast, transcriptional memory of the INO1 gene has been shown to depend on H3K4me2 and initiated by a particular transcription factor Sfl1, which binds to a subset of genes upon repression of their transcription^36,37^. Interestingly, our MFA analysis links most gain of methylation peaks with genes downregulated upon primary infection. This could suggest that the transcription factors that we identify could act similarly to Sfl1 in binding to repressed genes thereby initiating memory at these loci. Alternatively, a subset of the identified transcription factors could be maintained after bacterial clearance, thereby maintaining an open chromatin state and transcriptional memory. This mechanism would be similar to what has been reported in a skin inflammation model, where a combination of the transcription factors STAT3 and FOS are transiently induced, but only JUN remains bound to memory domains^21^.

Although some molecular aspects remain to be determined, we provide a demonstration that bacteria modify host chromatin in a lasting manner, and for their benefit. Characterizing this process could have important consequences for our understanding of bacterial infection and/or colonization, particularly important for *S. pneumoniae*. Importantly, as epigenetic mechanisms are reversible, targeting the processes exploited by bacteria could be a prolific and novel strategy to develop host-directed therapies.

## Methods

### Ethics statement

All protocols for animal experiments were reviewed and approved by the CETEA (Comité d’Ethique pour l’Expérimentation Animale—Ethics Committee for Animal Experimentation) of the Institut Pasteur under approval number dap170005 and were performed in accordance with national laws and institutional guidelines for animal care and use.

### Cell culture condition

The human alveolar epithelial cell line A549 (ATCC CCL-185) was cultured in F-12K culture medium (Gibco™ 21127030) supplemented with 10% fetal calf serum (FCS) and 1% L-glutamine. The human nasal septum epithelial cell line RPMI 2650 (ATCC CCL-30) cells were cultured in Advanced MEM culture medium (Gibco™ 12492013) supplemented with 2,5% FCS and 4 mM L-glutamine and incubated at 37 °C in a humidified atmosphere with 5% CO_2_. For assays, 1 × 10^5^ A549 cells/mL or 2 × 10^5^ RMI 2650 cells/mL were seeded in 6-well plates 2 days before infection. A549 cells were serum-starved (0.25% FCS) for 24 h before use in experiments.

### *Streptococcus pneumoniae* culture and cell infection

*S. pneumoniae* strains used in this study are all TIGR4 serotype 4, from gift of Thomas Kohler (CI50) and from gift of Jeffrey Weiser (CI187), and mutant strains derived CI187, unencapsulated (CI188), pilus-1 knock out (CI189)^38^. Experimental starter stocks were prepared on 5% Columbia blood agar plates (Biomerieux 43041) from frozen permanent stocks. Bacteria are grown Todd–Hewitt (BD) broth supplemented with 50 mM HEPES (TH + H) at 37 °C with 5% CO2 to mid-exponential phase 0.6 OD_600_. Aliquots were made in TH + H media supplemented with Luria–Bertani (BD) and 15% glycerol final concentration and frozen at −80 °C. All experiments were performed with frozen experimental starters of *S. pneumoniae* (*Sp*) less than 1 month old. For experiments, starters were grown to mid-exponential phase (0.6 OD_600_) in TH + H broth at 37 °C with 5% CO2, washed twice in PBS and concentrated in 1 ml PBS. For quantification of LAMP1 and colocalization with bacteria (Fig. S2C), bacteria are staining with 100 μg/mL Wheat Germ Agglutinin conjugates Alexa Fluor 488 (Invitrogen^TM^ W11261) in buffer (2.5% BSA, 0.15 M NaCl, PBS) 30 minutes at 37 °C, 5% CO2. Then two washes with staining buffer and PBS. Bacteria were diluted in serum-low cell culture medium (0,25% FCS) to get a multiplicity of infection of 20:1 (MOI 20), 10:1 (MOI 10) or 35:1 (MOI 35). After 1 h or 3 h of *Sp* infection, cells were washed twice with PBS to remove the unattached bacteria, and then either collected for analysis, or cultured in medium with penicillin-streptomycin (10 μg/mL) and gentamicin (200 μg/mL for A549 cells and 25 μg/mL for RPMI 2650 cells) for later time points.

To determine the amount of *Sp* that have colonized cells, PBS washed cells were lysed using sterile ddH2O. Lysates and serial dilutions were plated on 5% Columbia blood agar plates overnight at 37 °C with 5% CO2, and the colony-forming units (CFUs) were counted.

For inactivated bacteria with paraformaldehyde (PFA), the pellet of bacteria was incubated in 4% PFA for 20 min at room temperature, washed twice in PBS.

2 days after infection, A549 cells were recovered with PBS supplemented with 10 mM EDTA, then 1 × 10^6^ cells were seeded in flask (Corning™ 430641U) with medium including penicillin-streptomycin (10 μg /ml) and gentamicin (200 μg/ml) (Fig. 1A).

For 2° infection or cells maintained post 1° infection (PI) assays, 1 × 10^5^ A549 cells/mL were seeded in 6-well plates 2 days before infection. Cells were serum-starved (0.25% FCS) for 24 h before use in experiments (Fig. 1A).

### Cell viability with calcein AM and DRAQ7™ by FACS

After 3 h and 48 h infection, the cells were recovered with PBS supplemented with 10 mM EDTA. Cells (5.10^6^), then were washed in PBS and were resuspended in 1 mL PBS in BD Trucount^TM^ tubes with beads (663028, batch 21280). Viability staining using 0.05 μM Calcein AM (L3224A) and 0.3 μM DRAQ7^TM^ (51-9011172) for 15 minutes at room temperature in dark, then at 4 °C. Acquisition of the different samples was performed on CytoFLEX S (Beckman Coulter) flow-cytometer. The resulting bivariate frequency distribution shows the clear separation of the green fluorescent (FITC, 530 nm) for Calcein AM and (PE, 585 nm) for beads, the red fluorescent (APC, 655 nm) for DRAQ7^TM^. The analysis was completed using FlowJo Software. The absolute number (cells/mL) of cells in a population was determined by dividing the number of positive cell events by the number of bead events, then multiplying by bead concentration divided by volume. Quadrant gates split the population into 4 subpopulations (Q1-4)): double positive population Calcein AM/DRAQ7^TM^ (Q2), double negative population Calcein AM/DRAQ7^TM^ (Q4), single positive cell Calcein AM (Q3) and single positive cell DRAQ7^TM^ (Q1). The percentage of events failing within each Q is calculated with respect to the events that fall in the analyzed total population.

### Cell proliferation with CellTrace™ CFSE by FACS

24 hours after infection or no-infection, cells were incubated at 37 °C with 5% CO_2_ in serum-low cell culture medium with penicillin-streptomycin (10 μg/ml) and gentamicin (200 μg/ml) containing 2.5 mM CellTrace^TM^ CFSE (Invitrogen™ C34554). After 6 h, 3 days and 5 days, the cells were recovered with PBS supplemented with 10 mM EDTA. Cells were washed in PBS in preparation for viability staining using fixable viability dye (eFluor780, ebioscience) for 5 minutes at 4 °C. Cell were washed in PBS and fixed using commercial fixation buffer (Biolegend). After washes, cells were resuspended in PBS, and the acquisition of the different samples was performed on MACSQuant (Miltenyi Biotec) flow-cytometer and analysis was completed using FlowJo Software.

### Cell viability alamarBlue assay

3 hours after infection, cells were incubated at 37 °C/% CO_2_ in serum-low cell culture medium with penicillin-streptomycin (10 μg /ml) and gentamicin (200 μg/ml) containing 10% alamarBlue reagent (Molecular Probes™ DAL1025) for 12 hours. 1 measure of fluorescence (Ex/Em 560/590 nm) was then read each hour using a Cytation 5 (BioTek) driven by the Gen5 3.11 Software. Fluorescence readings were blank corrected to wells containing only culture medium and results are expressed as fluorescence intensity.

### Inflammatory cytokines analysis by multiplex ELISA

The supernatants of cells at time α are collected and analyzed for the simultaneous detection of multiple human biomarkers biomarker with Luminex Discovery Assay (R&D systems bio-techne brand; LXSAHM-29) using the Bio-Plex 200 systems (BioRad). The concentration is expressed in pg/mL for each sample.

### Immunofluorescence microscopy and Fiji or Imaris analysis

Cells were grown on acid-washed and ultraviolet-treated coverslips in 6-well plates. For quantification of LAMP1 and colocalization with Lysotracker®, after infection, cells were washed 2 times with PBS, 62.5 nM Lysotracker® Deep Red (Invitrogen^TM^, L12492) in pre-warmed medium at 37 °C added for 1 h at 37 °C with 5% CO_2_. Then, the cells fixed in 2.5% PFA for 10 min at room temperature. For quantification of H3K4 methylation, after infection the cells fixed in 2.5% PFA for 10 min at room temperature. After 3 washes, cells were blocked in 5% BSA for 6 h at +4 °C, then permeabilized overnight in 5% BSA 0.5% Tween20 at +4 °C. Immunostaining was performed overnight at +4 °C with primary antibodies (H3K4me2 1:1000; Abcam ab32356) (H3K4me2 1:1000; EpiGentek A4032) (H3K4me1 1:5000; Abcam ab176877) (H3K4me3 1:200; Diagenode C15410003) (LAMP1 1:100; Abcam ab25630) diluted in 5% BSA 0.5% Tween20, then washed three times in 0.5% Tween20 and three times in PBS. Cells were incubated for 1 h at room temperature with Alexa Fluor 488 secondary antibody (1:1000; Invitrogen^TM^ A11034 or A11029) and Alexa Fluor 555 secondary antibody (1:1000; Invitrogen^TM^ A21424) in 5% BSA 0.5% Tween20, then washed three times in 0.5% Tween20 and three times in PBS. Cells were incubated for 5 min at room temperature with 300 nM 4,6-diamidino-2-phenylindole (DAPI) (Invitrogen^TM^, D1306) diluted in PBS, then washed three times in 0.5% Tween20 and three times in PBS. The coverslips were rinsed briefly in distilled water and were mounted on slides using ProLong^TM^ Gold antifade reagent (Invitrogen^TM^, P36930). For quantification of LAMP1 and colocalization with Lysotracker®, images were acquired using confocal microscope LSM480 (Zeiss) driven by Zen Software and processing was done with Imaris x64 9.9.1 software. For quantification of H3K4 methylation, images were acquired using Cytation 5 (BioTek) driven by the Gen5 3.11 Software and processing was done with ImageJ2 2.14.0 software.

### Animal model

Experiments were conducted using C57BL6 females of 6 to 7 weeks of age. CD45.1 mice were maintained in-house at the Institut Pasteur animal facility.

#### Mouse housing conditions

Animal Facility: Animals are maintained in different animal facilities on the Institut Pasteur campus, each of which is licensed by the French Ministry of Agriculture (A 75-15-01-1 to -9, renewed in 2021). Each facility has central air conditioning equipment which maintains a constant temperature of 22 ± 2 °C (air is first cooled then warmed, and hygrometry is ~55% ±10%). Air is renewed at least 20 times per hour in animal rooms. Fluorescent light is provided with a 14:10 h light:dark cycle. In BIME-A3 facility, animals are kept either in individually ventilated cages (IVCs) or in isolators depending on the pahtogen class. All cages comply with European regulations in terms of floor surface per animal.

Care of animals: The bedding used for mice is spruce cracks. Food is purchased from manufacturer and provided as irradiated (10 kGy) pellets (10 mm in dia.). Water is deionized and autoclaved in bottles. Cages are cleaned in large cage washers. They are filled with spruce cracks ( + three dental rolls), stacked on dedicated transport rolls and autoclaved in double-door autoclaves. Animals are changed weekly. Mice are handled with forceps.

### Mouse infection

Mice were anaesthetized with a ketamine and xylazine cocktail (intra-muscular injection) prior to infection. Mice were intranasally challenged with 20 μl of 6.10^5^ *Streptococcus pneumoniae* (a sub-lethal dose). Control mice received intranasal challenge of 20 μl of PBS. At 3 days post infection, mice were euthanized by CO2 asphyxiation at persistent clinical score 3. Lungs were washed to remove RBC with 10 mL of PBS, followed addition of 3 mL of Dispase 50 U/mL (Corning^TM^ 354235) that had been pre-heated to 37 °C. Lungs were collected and incubated in 1 mL Dispase 50 U/mL for 45 min in a water bath at 37 °C. Lungs were homogenized using gentleMACS^TM^ C tubes (Miltenyi Biotec, 130-093-237) in cell dissociation buffer (5 mL DMEM (Gibco, 61965-026), 20 mM L-Glutamin (Gibco^TM^, 25030123), 120 U/mL DNase I (Invitrogen^TM^; 18047019)). The samples were run on a gentleMACS^TM^ dissociator (Miltenyi Biotec, 130-096-427) programmed to m-lung-02-01. To purify epithelial cells, lungs homogenate was filtered through 100 μm stainer (Miltenyi Biotec, 130-098-463), and samples were centrifuge for 10 min at 200 × *g*. Cell pellets were suspended in 1 mL RBC lysis buffer 1X (Biolegend; 43031) and incubated for 3 min at room temperature to lyse remaining RBC. Cell pellets were washed with 20 mL PBS/FCS 1%, and samples were centrifuged for 10 min at 200 × *g*. Finally, the cell pellet was resuspended in 10 mL PBS/FCS 1%, filtered through 40 mm stainer (greiner Bio-one, 542040), and centrifuge 10 min at 200 × *g*. The cell pellet was resuspended in PBS/FCS 1% and the cells were stained with CD45.1 Monoclonal PE (0.1 μg; eBioscience^TM^; 12045383) and CD326 (EpCam) APC (1:50; Miltenyi Biotec; 130-117-865) antibodies and incubated for 1 h at 4 °C. Samples were washed with 3 mL PBS/FCS 1% and centrifuged for 10 min at 200 g. Samples were then stained with Fixable Viability dye eFluor^TM^ 780 1:1000 (eBioscience^TM^, 65-0865-14) for 5 min at 4 °C, in the dark and washed with 3 mL PBS/FCS 1% and centrifuge for 10 min at 200 × *g*. Samples were Fixed in PFA 4% for 10 min at RT in the dark washed with 3 mL PBS/FCS 1%, and centrifuge for 10 min at 200 × *g*. Fixed cells were stained with H3K4me2 antibody (1:1000; Abcam ab32356), Isotype control Rabbit IgG monoclonal (Abcam; ab172730), Alexa Fluor 488 secondary antibody (1:1000; Invitrogen^TM^ A11034) using the protocol previously described in the immunofluorescence section. Cells were analyzed with MACSQuant (Miltenyi Biotec) flow-cytometer, and analysis was completed using FlowJo Software.

### Histone H3 modification multiplex assay

For cells infected and uninfected, the histone extraction kit (OP-0006) and the EpiQuik^TM^ Histone H3 modification Multiplex assay kit (P-3100) were purchased from Epigentek and protocol followed according to manufacturers’ instructions. 100 ng of total histone proteins extracted from A549 cells uninfected and infected (MOI 20) was used.

### Immunoblotting and quantification

A549 cells uninfected or infected (MOI 20) were lysed using laemmli buffer (4% SDS, 20% glycerol, 200 mM DTT, 0.01% bromophenol blue, and 0.1 M, pH 6.8). Samples were sonicated for 4 sec, boiled for 10 min. Proteins were separated on 15% SDS-PAGE and were transferred to PVDF membrane under 2.5 A/25 V condition for 7 min using a semidry transfer system (Trans-Blot Turbo, BioRad). Transferred membranes were first blocked by TBS-Tween20 (0.1%) with 5% milk or 5% BSA, and then incubated overnight at 4 °C with primary antibodies for H3K4me2 (1:2000; Abcam ab32356), H3K4me3 (1:1000; Diagenode C15410003), H3S10ph clone MC463 (1:2000; Millipore 04-817), anti-γH2A.X (S139) (2OE3) (1:1000; CST 9718 S), anti-H2A.X (1:1000; CST 2595 S) or actin AC-15 monoclonal (1:10.000; Sigma A5441). Membranes were washed with TBS-Tween20 (0.1%) and incubated with secondary-HRP conjugated antibodies (1:10.000; Anti Rabbit IgG HRPO, Millipore BI2407; Anti Mouse IgG HRPO, Millipore BI2413C) for 1 h at room temperature. After washing with TBS-Tween20 (0.1%), the immunoreactive bands were visualized using Clarity ECL substrate (BioRad). Immunoblot signal was acquired on a ChemiDoc Imaging Systems (BioRad) and analyzed using Image Lab software (BioRad).

### Treatment of cells with inhibitors

For Calyculin A (Bio-Techne Tocris, 1336) inhibitor of PP2A and PP1 phosphatase, A549 cells were pretreated for 30 min before infection with 0.05 μM Calyculin A or equal amont of DMSO, then 2 washes with PBS. After infection, cells were assayed at time α (3 h) for H3S10ph and at time γ (48 h) for H3K4me2. For Sinefungin (Sigma-Aldrich, S8559) methyltransferase global inhibitor, A549 cells were treated with a first dose at 3 h (γ), followed by a second dose at 24 h (β) after infection, with 2 different concentrations of inhibitor: 1 or 5 μM. Cells were assayed at time γ (48 h) post infection for H3K4me2 and H3K4me1 or at time β (24 h) for H3K4me3.

### Statistical analysis

Statistical tests are reported in the figure legends. Appropriate parametric or nonparametric tests were used. Data plots and statistics were generated using Prism (version 9, GraphPad Software Inc.).

### RNA samples and sequencing

RNA was extracted from cells using RNeasy Mini Kit (Qiagen, 74104), and protocol followed according to manufacturers’ instructions. Chloroform extraction/Na-Acetate 3 M (pH 5.5), isopropanol precipitated and washed 3 times in 70% ethanol prior to being suspended in molecular grade water. Extracted RNA quality was assessed and quantified with RNA 6000 Nano kit (Agilent, 5067-1511) using 2100 Bioanalyzer instrument (Agilent). The Affymetrix Human Gene array 2.1 microarrays were performed by Eurofins Genomics (France).

### Transcriptome analysis

Expression profile of the complete time course, i.e., UI, 1°, 2° infections and PI in triplicates, was measured using the Affymetrix Human Gene array 2.1 microarray.

Expression signal was normalized using the Robust Multichip Average (RMA) method, from the affy R package (doi: 10.1093/bioinformatics/btg405). Control and lowly express probes were filtered out and the replicate effect was removed using the ComBat approach implemented in the sva R package^39^. 

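The filter rule is not given in the paper's text, and probes with a mean log2 value above the median of all probes were kept here. Among genes the paper names, CXCL1, IL6, TNF, CCL3, MMP9, PTX3 and HOXC10 fell below it. ComBat with the condition protected was written out anew and checked on simulated arrays, where it lowered the mean range between replicate means from 0.189 to 0.019 (log2). In 10 simulated sets of 10345 genes with replicate effects and no infection effect, 15.7% of unchanged genes had an unadjusted p under 0.05 for 1° against UI after ComBat and limma, and 14.8% for 2° against PI. The noise of each simulated gene was drawn independently of the others. With the replicate number as a term of limma's model the first share was 4.96%. Among 100 simulated genes changed by 0.5 (log2), ComBat recovered 99% and the model with the replicate number 90% for 1° against UI. With a further 100 changed by 1 and 10145 unchanged, 171 and 12 unchanged genes were called, 46.2% and 5.94% of all calls. These shares depend on how few genes were made to change and cannot be applied to the real calls. Standard errors and p-values given after ComBat are therefore too small, and counts with the replicate number in the model stand beside them.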

Replicate 3 from 1° infection was filtered out after principal component analysis. 

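Immediate early genes were higher in 1° replicate 3 than in UI cells, as in the other 1° arrays. The median of these 26 genes over the UI mean was 0.67 (log2) in 1° replicate 3, 0.77 in replicate 1 and 0.81 in replicate 2, while the UI arrays stood between -0.09 and 0.08. FOSB stood at 9.01 in replicate 3, against 8.96 and 9.08 in the others, and PTGS2 at 9.70, against 9.92 and 10.14. DDIT3, however, stood at 7.10 in replicate 3, above 6.46 and 6.53 in the other 1° arrays and above 6.89, the highest 2° array. SNORD14E stood at 6.73, above 6.30 and 6.16 in 1° and above 6.43, the highest 2° array. After ComBat over all 12 arrays, the root mean square distance of replicate 3 from the mean of its condition was 0.115 (log2), within the 0.091 to 0.126 of the other arrays. Before ComBat it was 0.213, within 0.128 to 0.234. The paper gives no value for its exclusion in the text.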

Differential expression analysis was performed using the limma method^40^ and the following comparison evaluated: 1° infection vs UI cells, 2° infections vs PI and (2° vs PI) vs (1° vs UI), i.e. 2° infection vs 1° infection. Considering the four conditions: UI, 1°, PI and 2°, we tested the following contrasts:

- primary infection: 1° - UI
- secondary infection: 2° - PI
- between infections: ((2° - PI) - (1° - UI)).

Genes with an adjusted *p* value < 0.05, for the first two contrast, or an adjusted *p* value < 0.3, for the last one, were defined as differentially expressed (DEGs). The two first comparisons were used in the general characterization of the transcriptome, Fig. 1D. The last comparison, which includes genes whose change in the 2° infection in comparison to PI is significantly bigger/smaller than the change in the 1° infection in comparison to UI, was used in the MFA to classify gene changes as Only 1°, Only 2° or not specific (Fig. S7).

For the functional characterization, we performed a GSEA for each comparison, by ranking the genes with the t-statistic, which is the log2 fold change divided by its standard error. We used the Reactome database gene sets and the GSEA implementation in https://gitlab.pasteur.fr/hvaret/fgsa_scripts.

### ChIP sequencing assays

After infection or no-infection, the cells were washed with PBS in each well of 6-well plates (TPP 92006). Cells were cross-linked with 1% formaldehyde 8 min at room temperature, followed by quenching with 0,125 M glycine for 5 min. After two washes in PBS, cells were collected by scraping, then pelleted and lysed on ice for 5 min in 0.25% Triton X-100, 10 mM Tris-HCl (pH 8), 10 mM EDTA, 0.5 mM EGTA and proteases inhibitors. The soluble fraction was eliminated by centrifugation, and chromatin was extracted with 250 mM NaCl, 50 mM Tris-HCl (pH 8), 1 mM EDTA, 0.5 mM EGTA, and proteases inhibitors cocktail for 30 min on ice. Chromatin was resuspended in 1% SDS, 10 mM Tris-HCl (pH 8), 1 mM EDTA, 0.5 mM EGTA, and protease inhibitor cocktail, then fragmented by sonication (10 cycles of 30 sec ‘on’ and 30 sec ‘off’) using Bioruptor Pico (Diagenode). Sheared chromatin was cleared by centrifugation and tested for shearing efficiency analysis with High Sensitivity DNA kit (Agilent, 5067-4626) using 2100 Bioanalyzer instrument (Agilent). 2 μg of antibodies ChIP-grade (H3K4me2, Abcam ab32356; H3K4me3, Diagenode C15410003; H3, Abcam ab1791; Normal Rabbit IgG, Abcam ab37415) were used per ChIP and were bound to DiaMag protein G-coated magnetic beads (Diagenode, C03010021) overnight at 4 ˚C with gentle rotation. 6–7 μg/IP experimental chromatin was diluted 10 times in 0.6% Triton X-100, 0.06% sodium deoxycholate (NaDOC), 150 mM NaCl, 12 mM Tris-HCl, 1 mM EDTA, 0.5 mM EGTA and proteases inhibitors cocktail. 2% of ChIP sample volume was reserved to serve as input. Diluted chromatin was then added to antibody-bound DiaMag beads and incubated at 4˚C overnight with gentle rotation. ChIP samples were washed sequentially 5 min with buffer 1 (1% Triton X-100, 0.1% NaDOC, 150 mM NaCl, 10 mM Tris-HCl (pH 8)), buffer 2 (0.5% NP-40, 0.5% Triton X-100, 0.5 NaDOC, 150 mM NaCl, 10 mM Tris-HCl (pH 8)), buffer 3 (0.7% Triton X-100, 0.1% NaDOC, 250 mM NaCl, 10 mM Tris-HCl (pH 8)), buffer 4 (0.5% NP-40, 0.5% NaDOC, 250 mM LiCl, 20 mM Tris-HCl (pH 8), 1 mM EDTA), buffer 5 (0,1% NP-40, 150 mM NaCl, 20 mM Tris-HCl (pH 8), 1 mM EDTA) and buffer 6 (10 mM Tris-HCl (pH 8), 1 mM EDTA). ChIP and input samples were treated with IPure Kit (Diagenode, C03010015) following manufacturers’ instructions. ChIP and input DNA were quantified with Qubit 4 fluorometer (ThermoFisher). Biomics Platform, C2RT, Institut Pasteur generated the libraries with 10 ng of each sample, and sequencing was performed with Illumina Hiseq2500.

### Methylome analysis

H3K4me3 and H3K4me2 were profiled using ChIP-seq for the UI cells, 1° infection, and PI in duplicates. Complete analysis from the raw sequencing data to the differential marking analysis was done following the ePeak approach^41^. Default parameters were used for the filtering, mapping of reads and for narrow peak calling. For H3K4me2, reproducible peaks were determined using the intersection approach, requiring at least 40% length overlap between replicates. For H3K4me3, reproducible peaks were determined using the IDR method.

Differential analysis was performed using the limma method^40^ with a model considering the biological factor of interest, i.e., time (UI, 1° infection and PI) and the batch effect, i.e., replicate. Prior to the statistical test, the systematic differences between samples due to technical variation such as sequencing depth were normalized using the cyclic lowness method (i.e., locally fitting a smooth curve). The differential analysis was performed on the non-redundant set of reproducible peaks merged among all conditions.

Time course profiles were calculated using the read counts distribution over the dynamically marked regions (DMRs): adjusted *p* value < 0.1 and log fold change > abs(0) for H3K4me3, adjusted *p* value < 0.35 and log fold change >abs(0) for H3K4me2. Read counts over DMRs per time point and replicate were normalized to account for systematic technical variation (sequencing depth and replicate), differences in region length and they were subsequently scaled. Finally, DMRs were clustered using the Euclidean distance and the Ward agglomerating method to define the two main profiles: Gain and Loss of marking.

DMRs were classified according to their localization with respect to the transcriptional starting site (TSS) of the closest gene in: TSS if they overlap a window of 2 Kbp centered on the TSS; intragenic if they overlap the gene annotation but not the TSS window; intergenic if they overlap non-coding regions between gene annotations and don’t overlap any TSS window.

Genome coverage was calculated using deepTools (doi:10.1093/nar/gkw257) for every ChIP and INPUT sample, both per replicate and pooling replicates. Bins of 10 bp and counts per million reads normalization were used.

An epigenomic characterization of H3K4me2 DMRs was done for the UI condition using publicly available information for the cell line in the ENCODE portal (https://www.encodeproject.org/^42^,).

We downloaded the call sets with the following identifiers: ENCFF628ANV, ENCFF510LTC, ENCFF556OVF, ENCFF250OYQ, ENCFF189JCB, ENCFF421ZNH (H3K4me3); ENCFF876DTJ, ENCFF975YWP, ENCFF419LFZ (H3K4me2); ENCFF137KNW, ENCFF103BLQ, ENCFF663ILW (H3K27ac); ENCFF165ZPD, ENCFF569ZJQ, ENCFF613NHX (H3K4me1); ENCFF892LYD, ENCFF154HXA, ENCFF931LYX (H3K79me2); ENCFF819QSK, ENCFF134YLO, ENCFF336AWS (H3K27me3). Coverage over peaks was normalized by length and scaled. Peaks with similar epigenomic profiles were clustered using the Euclidean distance and the Ward agglomerating method.

### Integrative analysis

Joint analysis of the complete dataset was performed by MFA^20^.

Firstly, we predicted the regulatory links between DEGs and DMRs using T-gene^43^ and selected the most significant links (distance <500 Kb and correlation *p* value < 0.05). The joint dataset contains the 3874 links holding a differentially expressed gene (DEG) and/or a dynamically marked region (DMR). For each link, we defined five groups of continuous variables:

- Transcriptome (TOME) consisting of the gene expression over the four time points (UI, 1°, 2° infections and PI) in triplicates.
- H3K4me2 methylome (METH) measured by the average methylation over le three time points (UI, 1°, PI) and the log fold change between PI and UI cells.
- Epigenome of the UI condition (EPIG) including the coverage of the above-mentioned histone modifications over the H3K4me2 regions.
- Distance (DIST) and correlation (CORR) of the regulatory link between genes and regions.

and two groups of categorical variables:

- DEG kind and sing, describing whether genes are specific of the 1° or 2° infection, or not specific; and whether genes are going Up, Down, UpDown or DownUp along the time course.
- DMR kind and sing, indicating whether regions are DM or Not DM; and whether regions belong to the Gain or Loss of H3K4me2 profile along the 1° infection time course.

The chromatin state (CS) of each H3K4me2 region, calculated from the EPIG group as described in the previous section, was added as a supplementary variable to facilitate the interpretation of the MFA dimensions/factors. To control for the within-group variability, all continuous variables were normalized and scaled. MFA was performed, and a clustering of the 3874 was obtained using the top 10 dimensions/factors. Each cluster was then defined as a combination of the continuous and categorical variables more significantly associated to the genes and regions of the corresponding links (v.test statistic > 5).

### Transcription factor motif enrichment analysis

Transcription factor motif enrichment analysis was performed on the previously defined MFA clusters 1, 2, 4, 5, and 9, separating the peaks corresponding to a gain or loss of methylation. For each peak, 500 bp were extracted around the summit and then used as input for MEME-chip V5.1.1^44^. For the analysis, the HOCOMOCO v11 was used as the target database for the motifs, and the parameter ccut (maximum size of a sequence before it is cut down to a centered section) was set to 0. All the other parameters were the default parameters of the MEME-chip web version.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

For transcriptome and methylome, data were deposited into the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information under accession number GSE230142. All these downstream bioinformatic and biostatistic analysis are available at: https://gitlab.pasteur.fr/cchica/epimem/. Source data are provided with this paper.

# Supplementary material for: Epithelial cells maintain memory of prior infection with Streptococcus pneumoniae through di-methylation of histone H3
**Source:** Nat Commun. 2024 Jul 2;15:5545. doi: 10.1038/s41467-024-49347-1
**Supplement:** Supplementary file 1 — Supplementary Information

Figure S1

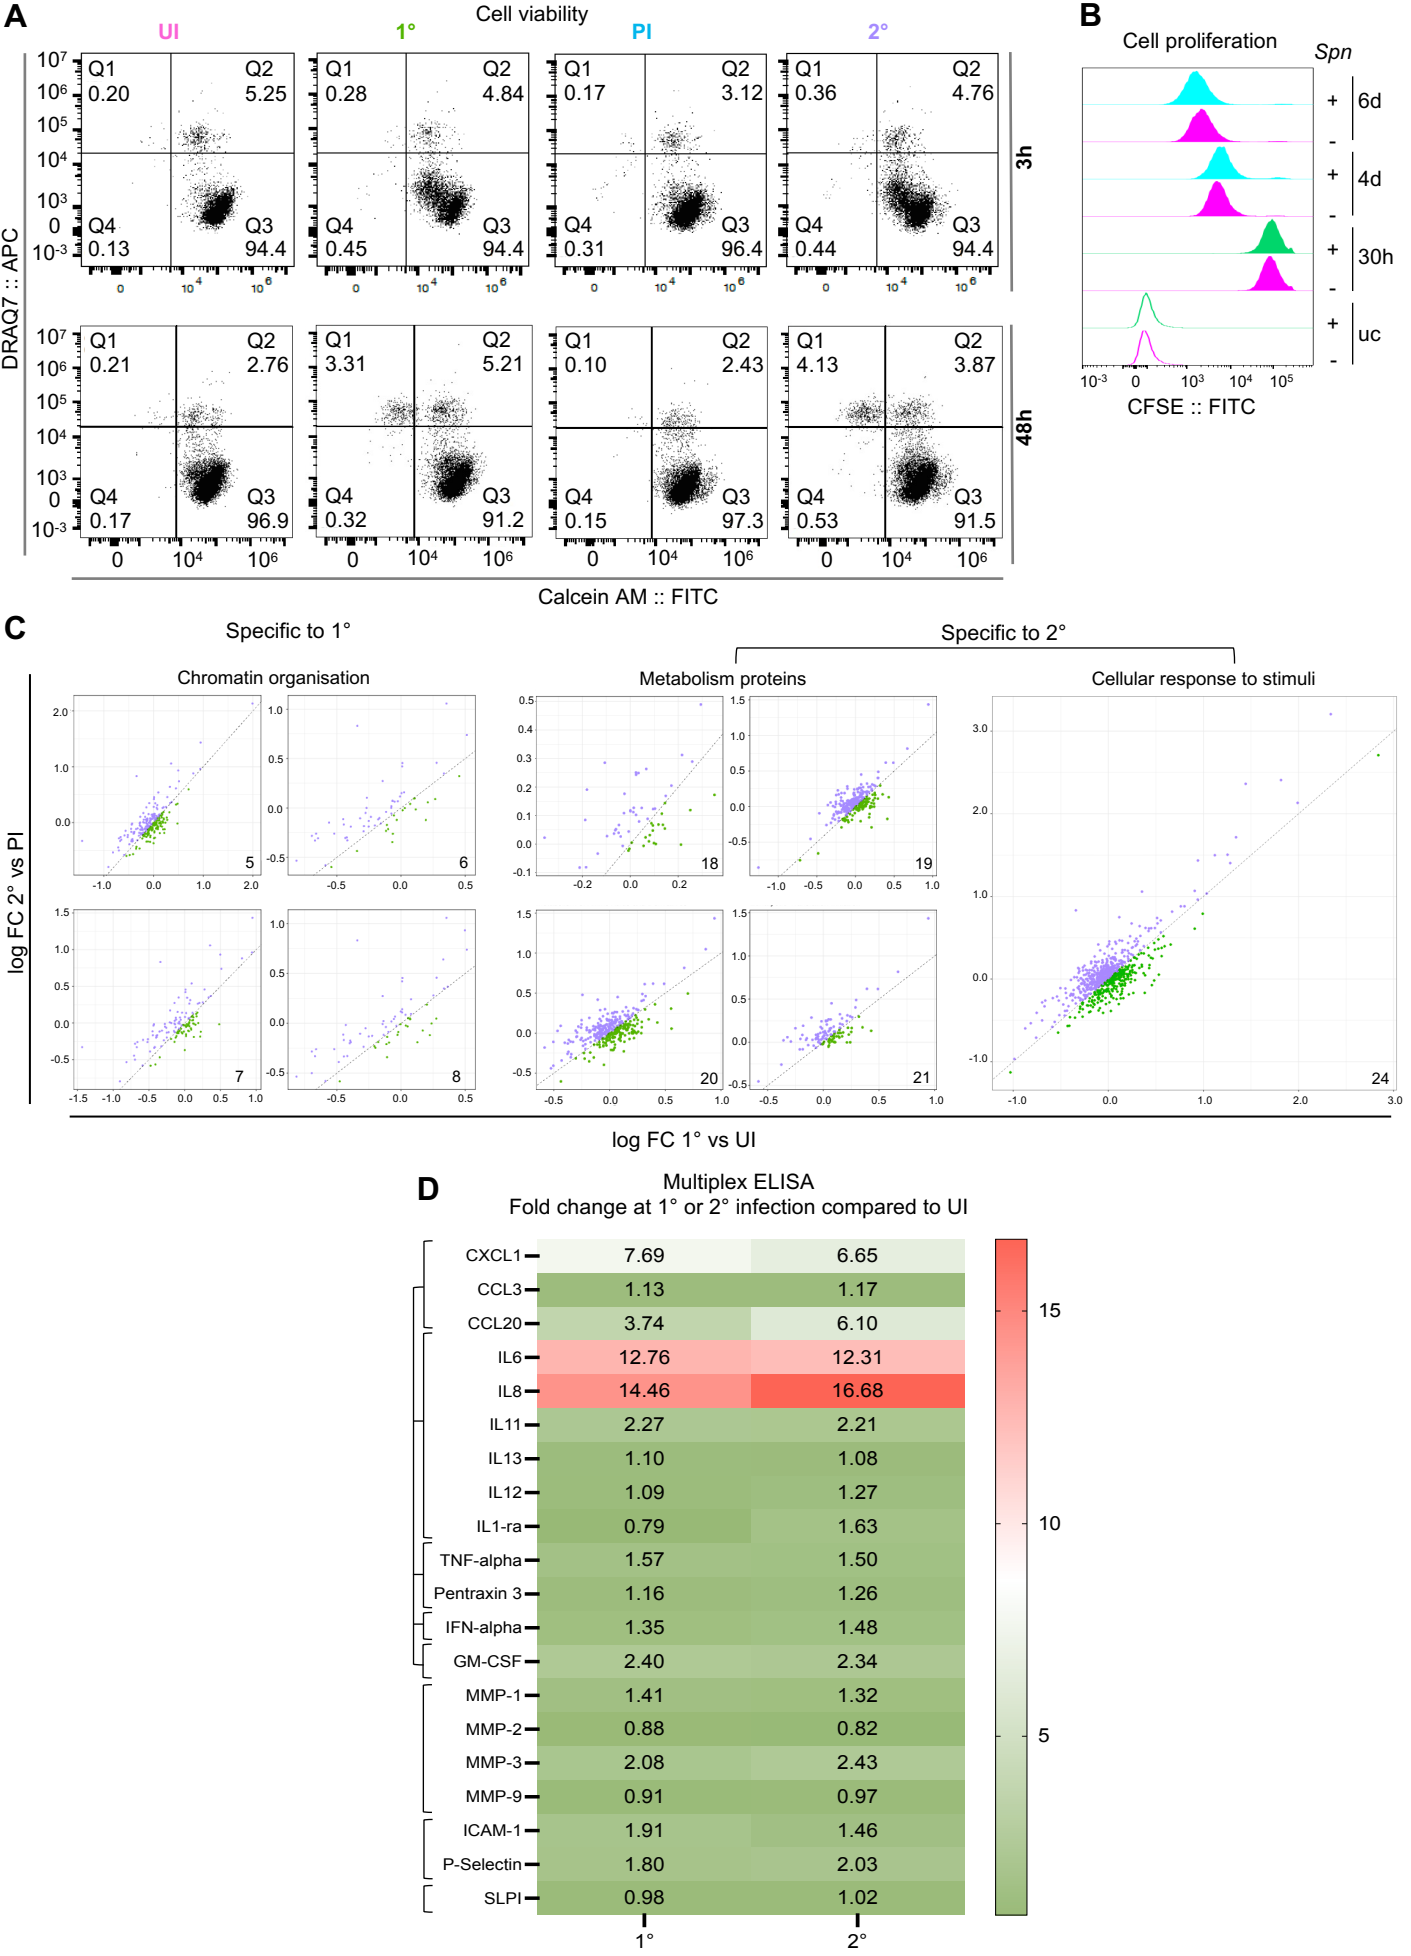

Figure S1: Differential infection efficiency and host cell transcriptome between primary and secondary infections

(A) Cell viability analysis. A549 cells uninfected or infected (MOI 20) collected at time α (3h) and γ (48h), traied with Calcein AM (living cell dye) and DRAQ7^{TM} (death cell dye) then analyzed by flow cytometry. Quadrant gates split the population into 4 subpopulations (Q1-4): double positive population Calcein AM/DRAQ7^{TM} (Q2), double negative population Calcein AM/DRAQ7^{TM} (Q4), single positive cell Calcein AM (Q3) and single positive cell DRAQ7^{TM} (Q1). The gate frequencies displayed are the percentage of events failing within each Q, with respect to the events that fall in the analyzed population. **(B)** Cell proliferation analysis. Every generation of A549 cells stained with CFSE appears as a different full peak and unstained (uc) appears as no-full peaks on flow cytometry histogram for UI (-) and infected with *Spn* (+) cells at 30 hours (30h), 4 days (4d), 6 days (6d) post infection and unstained control (uc). **(C)** Comparison of expression changes between infections for significantly enriched pathways. Plots show the log fold change between for the primary infection (1° vs UI) in comparison to the secondary infection (2° vs PI) for the genes of the enriched pathways of the Chromatin organisation, Metabolism proteins and Cellular response to stimuli REACTOME categories. **(D)** Inflammatory cytokines analysis by Multiplex ELISA. Quantification of twenty cytokines simultaneously at time α (3h) from supernatant of uninfected and infected A549 cells (MOI 20, at 1°, 2° and PI). Table heatmaps representing fold change of mean at 1° to UI and 2° to PI. Table display cytokines quantification from n=7 biological replicates with the mean values (pg/mL) of each condition. Source data are provided as a Source Data file for A-D.

Table S1: Reactome pathways and corresponding categories

Reactome category significantly enriched in primary infection			1*		2*	
	No / Pathways		*NES	**FDR <0.05	*NES	**FDR >0.05
Disease (Infection)	1	Export of viral ribonucleoproteins from nucleus	-2.03	0.0013	-1.34	0.4211
	2	HCMV early events	-1.88	0.0003	-1.05	0.6668
Cellular responses to stimuli						
	3	DNA damage telomere stress induced senescence	-2.07	0.0002	-1.44	0.2190
	4	Cellular senescence	-1.69	0.0030	1.42	0.1113
Chromatin organization						
	5	Chromatin modifying enzymes	-1.75	0.0001	-1.29	0.2003
	6	PKMTs methylate histone lysines	-2.26	2.28e-05	-1.39	0.3097
	7	HATS acetylate histones	-1.93	0.0001	-1.22	0.4435
	8	RMTS methylate histone arginines	-1.93	0.0020	-1.18	0.5358
Gene Expression						
	9	Nuclear receptor transcription pathway	2.24	8.62e-05	1.64	0.1307
Signal transduction						
	10	GPCR (G-protein coupled receptor) ligand binding	1.55	0.0020	1.36	0.1137
	11	Class A1 rhodopsin like receptors (largest group of GPCRs)	1.72	0.0006	1.3	0.2223
	12	Peptide ligand binding receptors (subset of the Class A/1 family, peptide ligands which include the chemokines)	1.90	0.0002	1.34	0.1881
	13	Chemokine receptors bind chemokines	2.33	3.01e-05	1.54	0.2190

Reactome category significantly enriched in secondary infection			1*		2*	
	No / Pathways		*NES	**FDR >0.05	*NES	**FDR <0.05
Signal transduction	14	Signaling by nuclear receptors	1.21	0.2829	1.60	0.0048
	15	Negative regulation of MAPK pathway	1.65	0.0663	2.07	0.0048
Metabolism proteins						
	16	Activation of the mRNA upon binding of the cap binding complex and EIFS and subsequent binding to 43S	1.17	0.5814	2.29	5.47e-05
	17	Translation	0.8	1	1.85	7.15e-06
	18	Metabolism of amino acids and derivatives	1.07	0.5994	1.80	3.41e-05
	19	Eukaryotic translation initiation	1.54	0.0521	2.63	5.429e-11
Disease (infection)						
	20	Infectious disease	0.98	0.8427	1.54	5.47e-05
	21	Influenza infection	1.22	0.3767	2.1	6.89e-06
Cellular responses to stimuli						
	22	Cellular response to external stimuli	-1.07	0.5782	1.72	3.94e-07

Reactome category common to both infection			1*		2*	
	No / Pathways		*NES	**FDR <0.05	*NES	**FDR <0.05
Signal transduction	23	Rho GTPase cycle	-1.61	0.0002	-1.53	0.0022
	24	Signaling by Rho GTPases miro GTPases and RhoBTB3	-1.84	1.91e-10	-1.47	0.0010
Programmed cell death						
	25	Apoptotic execution phase	-1.97	0.0027	-1.92	0.0078
	26	Apoptosis induced DNA fragmentation	-2.1	0.0007	-2.02	0.0011
DNA repair						
	27	DNA repair	-2.27	2.21e-13	-1.76	3.51e-05
	28	HDR through homologous recombination (HRR)	-2.18	8.63e-05	-1.78	0.0228
	29	Homology directed repair (HDR)	-2.32	5.33e-08	-1.66	0.0228
	30	Homologous DNA pairing and strand exchange	-2.34	1.72e-05	-1.88	0.0134
	31	Resolution of Dloop structures through synthesis dependent strand annealing (SDSA)	-2.21	0.0002	-2.04	0.0075
	32	DNA double strand break repair	-2.28	9.02e-09	-1.66	0.0056
	33	Resolution of D loop structures	-2.17	0.0002	-2.05	0.0022
Gene Expression						
	34	RNA polymerase II transcription	-1.95	2.72e-21	-1.67	8.18e-11
	35	FOXO mediated transcription	2.03	0.0006	2.14	0.0003
Cellular responses to stimuli						
	36	Response of EIF2AK4 GCN2 to amino acid deficiency	1.87	0.0013	2.74	6.73e-12
	37	Cellular response to starvation	1.55	0.0344	2.32	3.22e-08
Immune system						
	38	Signaling by Interleukins	1.85	1.05e-06	1.83	4.62e-06
	39	Interleukin 4 and Interleukin 13 signaling	2.30	1.01e-06	2.21	2.21e-05
	40	Interleukin 10 signaling	2.20	0.0005	2.32	0.0003
	41	Cytokine signaling in immune system	1.60	6.65e-05	1.54	0.0003
	42	Toll like receptor TLR1 TLR2 cascade	1.66	0.0160	1.88	0.0040

*NES: Normalized enrichment score   **FDR: False discovery rate

Figure S2

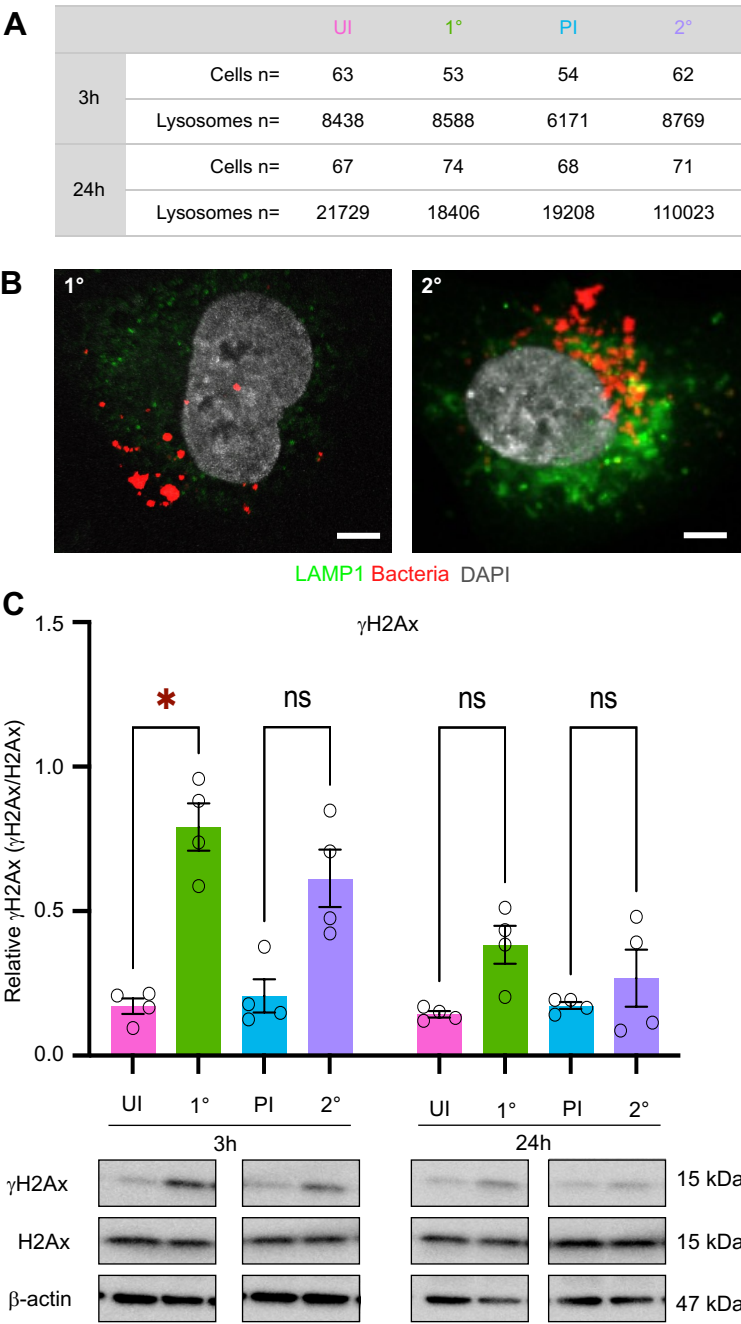

Figure S2: *S. pneumoniae* actively modifies cells following primary infection

(A) Quantity of A549 cells and lysosomes analyzed for the quantification of LAMP1 and colocalization with lysotracker® for UI, 1°, PI and 2° conditions at time α and β . See Figure 2.D. (B) Representative images of immunofluorescence confocal microscopy of A549 cells stained LAMP1 (GFP; green), bacteria (WGA488; red) and nucleus (DAPI; grey) at time α (3h) after 1° and 2° infection. Crop of images taken at 63x magnification. Scale bar = 5 μ m. (C) Immunoblot detection of γ H2Ax from infected (1°, 2°, PI, with MOI 20) and uninfected A549 cells at time α and β . Histogram show actin-normalized ratio of γ H2Ax to total H2Ax from n=4 biological replicates. Mean $\pm$ SEM of γ H2Ax levels. Statistical significance was determined by two-way ANOVA comparing all means with Tukey's multiple comparisons test (ns = not significant, *p = 0.0333). See below representative image of immunoblot detection of γ H2Ax for each condition. Source data are provided as a Source Data file for A-C.

Figure S3

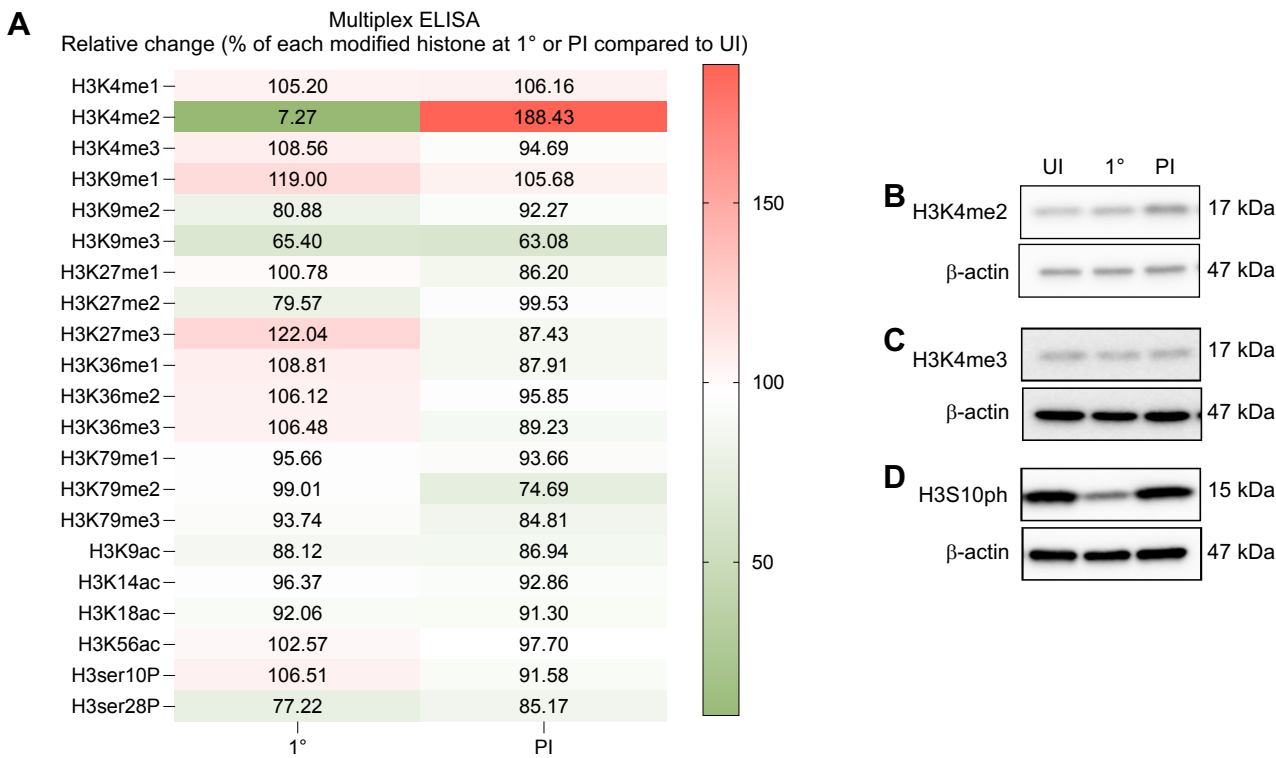

Figure S3: H3K4me2 is a specific mark lasting beyond primary infection

(A) Quantification of twenty-one modified histone H3 patterns by Multiplex ELISA assay in the A549 cells at 1° and PI at time α (3h). Table heatmaps representing total H3-normalized ratio of the relative change (%) of each histone H3 modification between 1° or PI and UI. (B-D) Representative image of immunoblot detection of H3K4me2 (B), H3K4me3 (C), H3S10ph (D) and β -actin from lysed UI and infected (1° and PI) A549 cells at time α . See quantification Figures 3B, C, D. Source data are provided as a Source Data file for A-D.

Figure S4

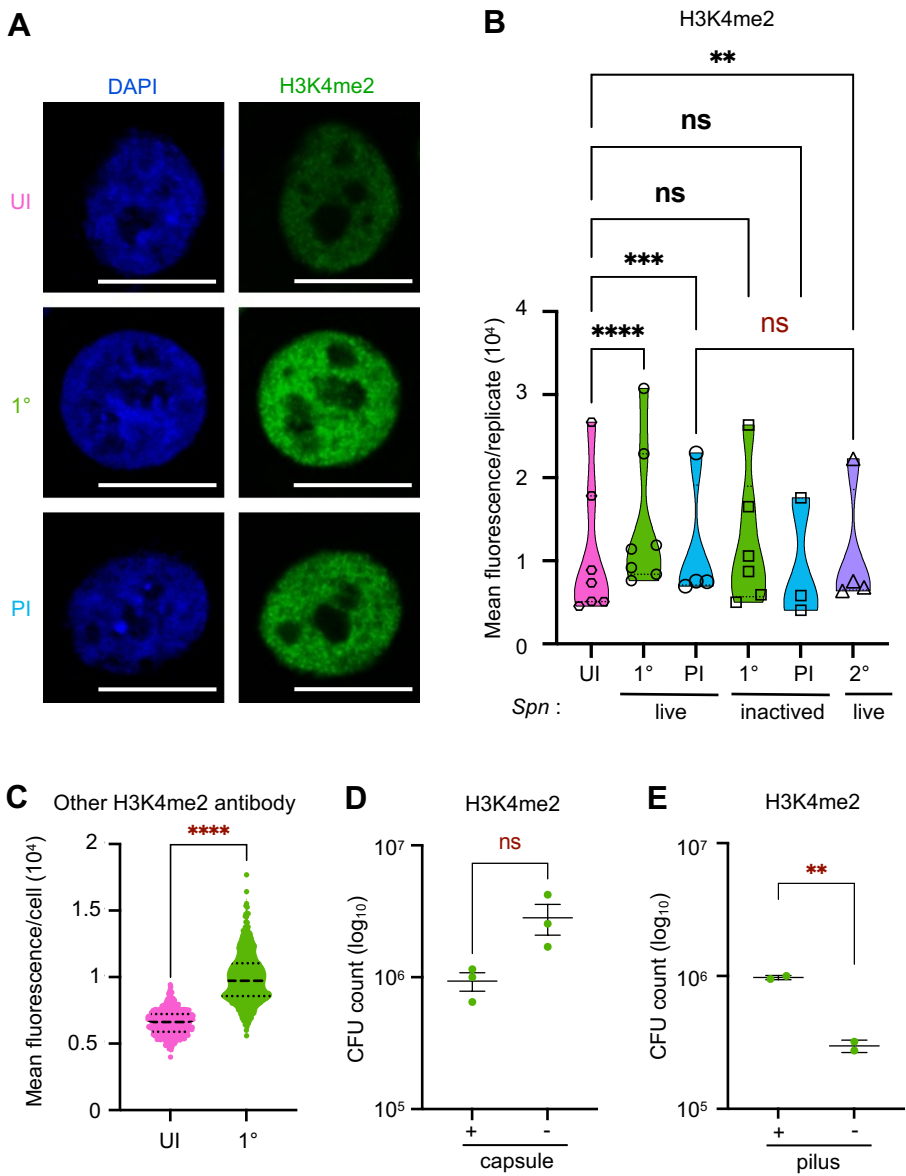

Figure S4: The increase in H3K4me2 levels is actively induced by live bacteria and dependent on cellular binding

(A). Representative images of immunofluorescence confocal microscopy detection of H3K4me2 in nuclear of A549 cells UI and infected (1° and PI) at time γ . Cells stained for H3K4me2 (GFP; green) and nuclei (DAPI; blue). Crop of Images taken at 63x magnification. Scale bar is 10 μ m. (B) Quantification of H3K4me2 normalized to the segmented nuclei using DAPI signal. Data points expressed mean fluorescence intensity for each biological replicates (n= 4-7) for UI, infected A549 cells (1° and PI with MOI 20) with *sp* live and *sp* inactivated, infected cells (2°, MOI 20) with *Spn* live, at time γ . Violin plot (truncated) show all points, statistical significance was determined by ANOVA with matching across each biological replicat and Tukey's multiple comparisons test with a single pooled variance (ns = not significant, **p = 0.005, ***p <0.0009, ****p <0.0001). (C) Quantification of nuclear H3K4me2 from RPMI 2650 cells normalized to the segmented nuclei using DAPI signal Data points represent the mean fluorescence intensity (MFI) of H3K4me2 (Epigentek antibody) within individual nuclei. Violin plot (truncated) show n=500 nuclei at 1° MOI 10 and UI at time γ , statistical significance was determined by Mann-Whitney test (****p <0.0001). (D) A549 cells were collected after 1° (MOI 10) at time α (3h) with *Spn* mutant without capsule (-) compared *Spn* wildtype (+) for CFU counts, n=3 biological replicates, lines are the mean $\pm$ SEM and statistical significance was calculated by unpaired t test, ns = not significant. (E) A549 cells were collected at time α (3h) after 1° (MOI 10) with *Spn* mutant without pilus (-) compared *Spn* wildtype (+) for CFU counts, n=2 biological replicates, lines are the mean $\pm$ SEM and statistical significance was calculated by unpaired t test, **p = 0.0025. Source data are provided as a Source Data file for A-E.

Figure S5

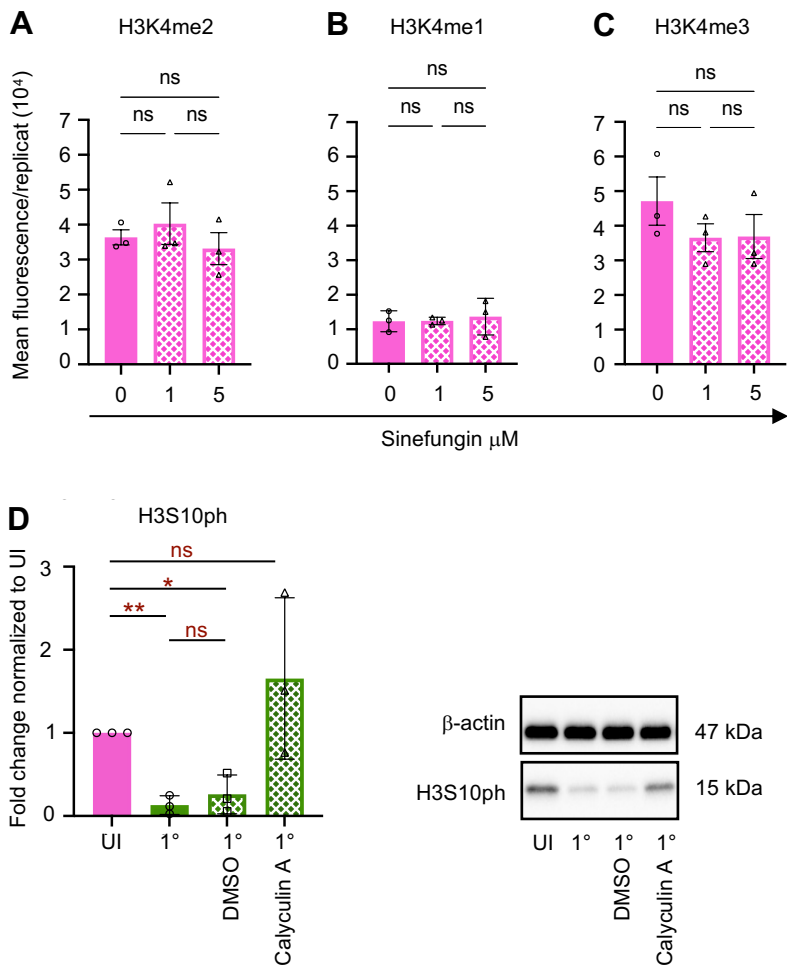

Figure S5: H3K4me2 is a specific persistent mark induced by infection

(A-B-C) Quantification of H3K4me2 (**A**), H3K4me1 (**B**), H3K4me3 (**C**) normalized to the segmented nuclei using DAPI signal. Data points expressed as mean fluorescence intensity of UI for each biological replicat (n=3) $\pm$ methyltransferase global inhibitor Sinefungin (2 different doses, μ M) at time γ (3h) for H3K4me2 and H3K4me1 and at time β (24h) for H3K4me3 (See experimental set-up Figure 5.C). Statistical significance was determined by one-way ANOVA comparing means with Tukey's multiple comparison test (ns = not significant). See treated and infected cells in Figure 5D, E, F. **(D)** Immunoblot detection of H3S10ph from UI and infected (1° , MOI 20) whole A549 cell lysates $\pm$ treated with DMSO or 0.05 μ M Calyculin A at time α (3h) (see experimental set-up Figure 5G). Histogram show mean $\pm$ SEM of values expressed as normalized band intensity relative to β -actin followed by fold change of infected cells at 1° to UI for n=3 biological replicates. Statistical significance was determined by two-tailed paired t test (ns = not significant, *p =0.0319, **p =0.0055). On the right, representative image of immunoblot detection of H3S10ph and β -actin for each condition. Source data are provided as a Source Data file for A-D.

Figure S6

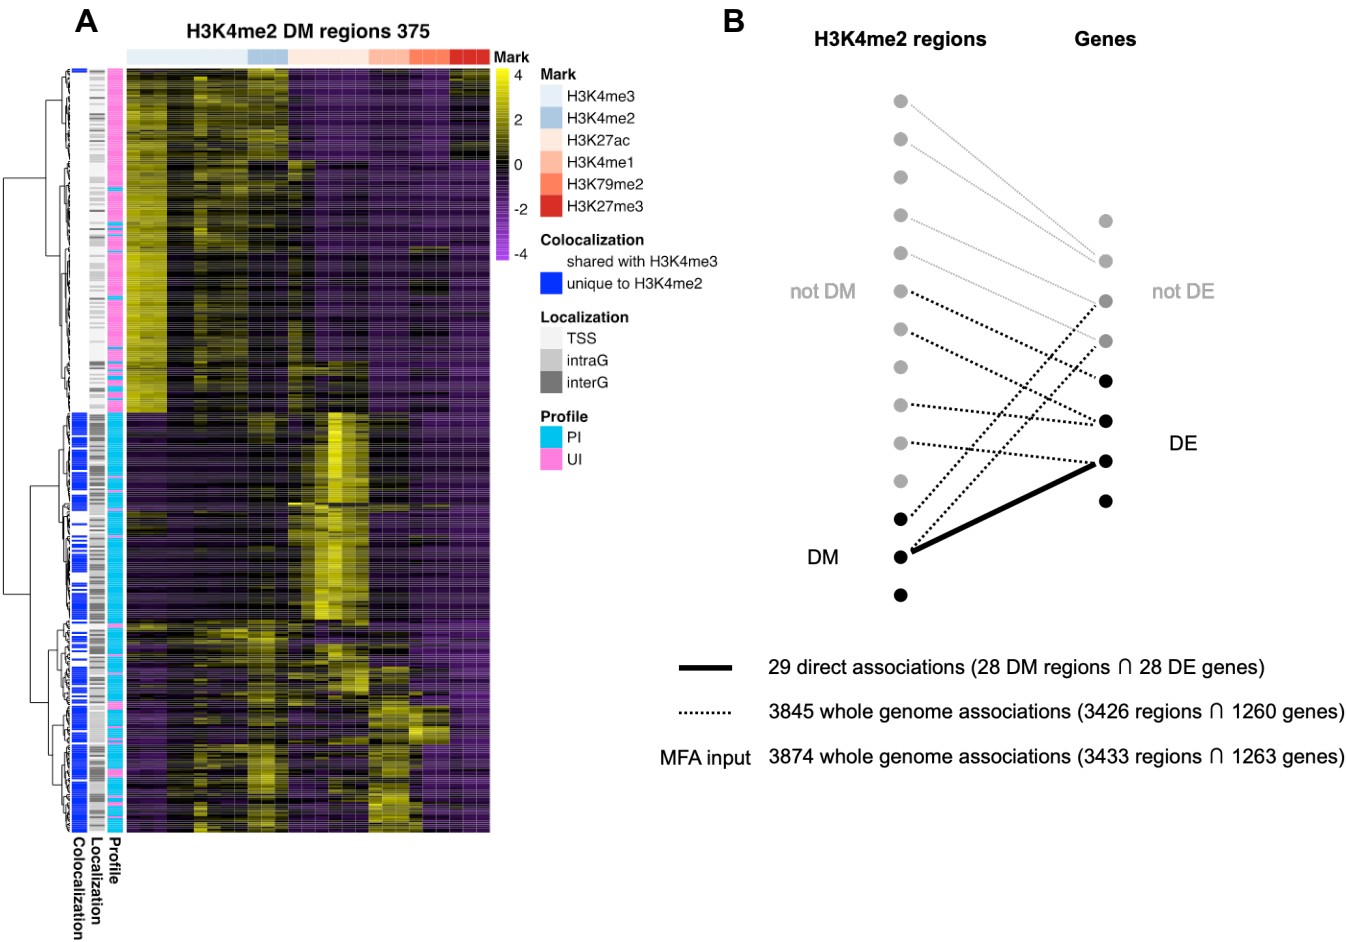

Figure S6: Chromatin profiling over H3K4me2 differentially methylated peaks and regulatory association to genes

(A) Chromatin profiling over the H3K4me2 dynamic peaks. Coverage for key histone modifications recovered from the ENCODE portal for A549 cells is shown for the 375 H3K4me2 dynamic peaks. Histone coverage is normalised by peak length, centered and scaled among samples. Peaks are clustered according to their chromatin state and annotated according to their profile: PI (gain of methylation) or UI (loss of methylation); their localization with respect to the nearest gene (TSS = overlapping the 2 Kb interval centred around the transcription start site; IntraG = located within the gene annotations and outside the TSS interval; InterG = all other peaks); the colocalization with H3K4me3 dynamic peaks (shared or unique). (B) Association between methylome and transcriptome. Dots represent H3K4me2 regions or genes and lines are regulatory links predicted by the T-Gene tool of the MEME suite. Black lines (continuous and dotted) show regulatory links where either a DMR and/or a DEG are involved. These account for the 3874 (29 + 3845) associations used as input for the multiple factor analysis (MFA). Grey lines represent regulatory links between not DMs and not DEs and are therefore not included in the downstream integrative analysis. Source Data A-B were deposited into the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information under accession number [GSE230142](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230142).

Figure S7

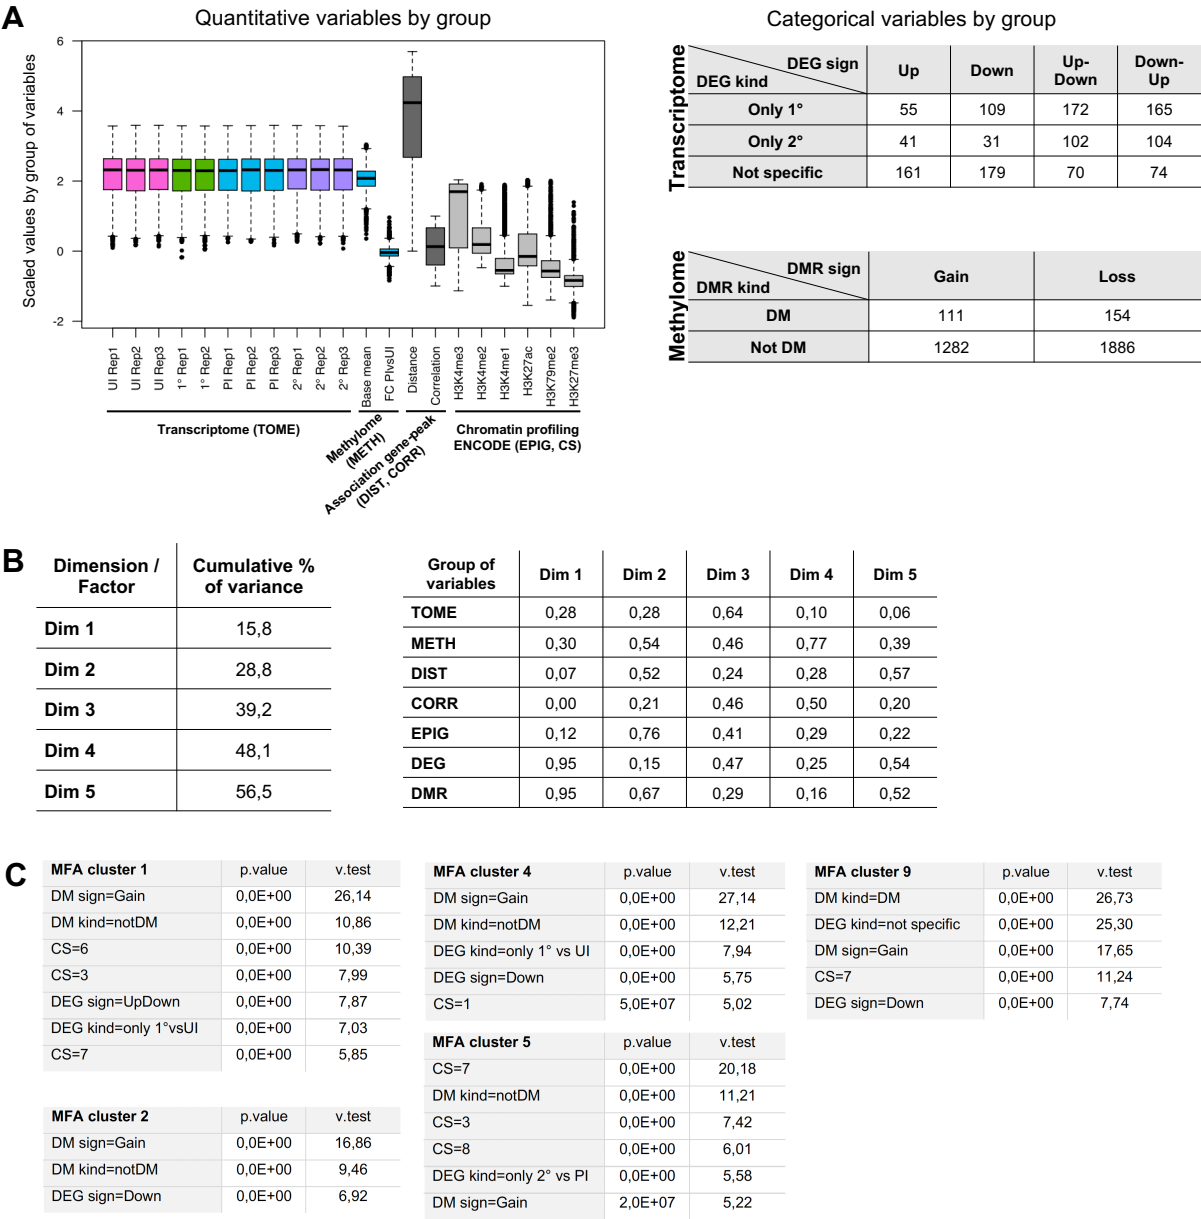

Figure S7: Multiple Factor Analysis (MFA) input data and output metrics

(A) Groups of variables used for MFA. Groups of variables constitute the MFA input matrix and describe the genes (TOME = Transcriptome, DEG = Differentially expressed gene), the H3K4me2 peaks (Methylome = METH, DMR = Differentially methylated region, EPIG = Chromatin profile, CS = Chromatin state) and their association (DIST = distance, CORR = correlation). Box plots of quantitative variables after normalization and scaling (left). Tables with number of genes/peaks classified according to the differential expression/methylation analysis (right). In total we consider 3874 gene-peaks links for the MFA analysis. (B) Quantitative description of factors/dimensions. Cumulative percentage of input dataset variance explained by first five factors (left). Correlation coefficients of groups with the first five factors (right). (C) Description of clusters in terms of significant categorical variables. Source Data A-C were deposited into the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information under accession number [GSE230142](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230142).

# Supplementary material for: Epithelial cells maintain memory of prior infection with Streptococcus pneumoniae through di-methylation of histone H3
**Source:** Nat Commun. 2024 Jul 2;15:5545. doi: 10.1038/s41467-024-49347-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For quantification of LAMP1 and colocalization with Lysotracker®, images were acquired using confocal microscope LSM480 (Zeiss) driven by Zen Software and processing was done with Imaris x64 9.9.1 software. For quantification of H3K4 methylation, images were acquired using Cytation 5 (BioTek) driven by the Gen5 3.11 Software. |
| Data analysis   | Processing of immunofluorescence was done with ImageJ2 2.14.0 software.<br>Expression signal from transcriptome analysis was normalized using the Robust Multichip Average (RMA) method, from the affy R package .<br>Transcription factor motif enrichment analysis was performed using MEME-chip V5.1.1 .                             |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

GSE230142 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230142>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size was determined to reach statistical significance whenever possible.

### Data exclusions

The only data excluded from analysis was in the transcriptome analysis. Replicate 3 from 1° infection was filter out after principal component analysis. Otherwise, no other data was excluded from analysis.

### Replication

3 replicates and more were performed for every experiment and all data is shown in figures.

### Randomization

in vitro experiments were randomized only by different placement of samples in multi-well culture plates. Animals were randomized into treatment groups prior to in vivo experiments.

### Blinding

Blinding was not possible in our experiments as the scientist performing the experiments was also analyzing them.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                      | Involved in the study                              |
|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K4me2 (Abcam ref# ab32356), H3K4me2 (EpiGentek ref# A4032), H3K4me1 (Abcam ref# ab176877), H3K4me3 (Diagenode ref# C15410003), LAMP-1 (Abcam ref# ab25630), H3S10ph clone MC463 (Millipore ref# 04-817), anti-γH2A.X (S139) clone 2OE3 (CST ref# 9718S), anti-H2A.X (CST ref# 2595S), actin AC-15 monoclonal (Sigma ref# A5441). |
| Validation      | All antibodies have previously been validated by the source providers with citations, and data present on the manufacturer's website.                                                                                                                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------|
| Cell line source(s)                                               | ATCC                                                                 |
| Authentication                                                    | None of these cell lines were authenticated.                         |
| Mycoplasma contamination                                          | we confirm that all cells used in this study are mycoplasma negative |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | none                                                                 |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                           |
|--------------------|---------------------------------------------------------------------------|
| Laboratory animals | wild type C57BL/ 6 females of 6 to 7 weeks of age were used in this study |
|--------------------|---------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | Female mice were used                                                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field-collected samples were used                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All protocols for animal experiments were reviewed and approved by the CETEA (Comité d’Ethique pour l’Expérimentation Animale—Ethics Committee for Animal Experimentation) of the Institut Pasteur under approval number dap170005 and were performed in accordance with national laws and institutional guidelines for animal care and use. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                   |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE230142 <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230142">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230142</a> |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Tracks for genome browser session included in the GEO super series                                                                                |

### Methodology

|                         |                                                                                                                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 2 replicates per sample                                                                                                                                                                                   |
| Sequencing depth        | H3K4me3 35,5 - 49,1 million reads per sample; H3K4me2 99,8 - 135,70 million reads per sample ; INPUT 38,6 - 49,70 million reads per sample                                                                |
| Antibodies              | H3K4me2 (Abcam ref# ab32356), H3K4me3 (Diagenode ref# C15410003), H3 ( Abcam ref# ab1791), Rabbit IgG (Abcam ref# ab37415).                                                                               |
| Peak calling parameters | Narrow peak calling; options: no_model, cutoff = 0.1, genomeSize = hs, readLength: 65. Peak reproducibility: IDR for H3K4me3 and intersection approach requiring at least 40% length overlap for H3K4me2. |
| Data quality            | 98% mapping rate and 4,5 - 10,5 duplication rate                                                                                                                                                          |
| Software                | MACS2                                                                                                                                                                                                     |

## Flow Cytometry

### Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                 |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | tissue culture cells were detached and stained with the indicated markers, mouse lungs are dissociated and stained for analysis |
| Instrument         | CytoflexS, Beckman Coulter and Miltenyi MACSQuant                                                                               |
| Software           | FlowJo                                                                                                                          |

Cell population abundance

between 12 000 and 19 000 cells are imaged for Figure S1. between 400 and 10 000 cells were quantified for Figure 4E.

Gating strategy

in Figure S1, all cells are shown. for Figure 4E Cells were stained for the epithelial cell marker, CD326 (EpCAM)), CD45 and H3K4me2 for analysis by flow cytometry

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐

Used

☐

Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

Models & analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                  |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                   |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                     |
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

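Total RNA of A549 cells was measured on Affymetrix Human Gene 2.1 arrays in 4 conditions, UI, 1°, PI and 2°, with 3 arrays each. The authors deposited RMA values on the log2 scale, made with the affy package (version not stated) from the array intensities, for all 12 arrays. The paper states that control and low probes were filtered out, that ComBat removed the replicate effect and that 1° replicate 3 was left out after principal component analysis; the deposited values hold that array, show no removal of the replicate effect and differ in level between arrays.

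Of the probes, 19625 carry 1 gene symbol, 1558 carry several and 3822 carry none, and the last 2 groups were left out. Symbols were brought up to date for 73 probes. The arrays were quantile normalized together, probes with a mean log2 value above the median of all probes, 5.14, were kept, and each gene was represented by its probe with the highest mean, which left 10345 genes. ComBat with parametric priors was written out anew, with the replicate number as batch and the condition protected, since the sva package was not at hand, and tested on simulated data. The conditions were compared with limma 3.58.1 in R 4.3.3, with 1 mean per condition and no other term, for 1° against UI, 2° against PI, the difference (2° - PI) - (1° - UI), PI against UI, and 2° against 1°. P-values were adjusted by Benjamini and Hochberg over all genes of a comparison, with 0.05 as threshold and also 0.3 for the difference. Values are over 11 arrays, and over all 12 where these are named. A whole-transcript array has no count depth, so the precision of a value is its standard error, with 3 arrays per condition and 2 in 1°.

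Before the data were examined, the written plan took the deposited values as they are. Their unequal levels were recorded before any test, quantile normalization was at that time only an alternative, and it became the reported setting after the counts under 12 settings, including both, had been computed and seen. The grounds were that RMA includes quantile normalization and that the arrays were unequal. It also lies nearer the paper's counts.

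The replicate numbers are shared by the 4 conditions, so a paired analysis with the replicate number as a term of limma's model, the replicate block, stands beside the ComBat values. Genes were named by a rule written beforehand: the 10 largest rises and falls in each infection among called genes whose infected arrays all lie on 1 side of all control arrays, the 10 smallest p in each direction for the difference, the 5 smallest p for PI against UI, the 4 members of each list with the largest t, and genes the paper names. In all, 43 gene lists were written from general knowledge or from the paper before the data were examined, and 38 had at least 5 genes that passed the filter. Many followed the pathways of the paper's Table S1, a result of these same arrays, and are not independent of it. Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation, with fry and with fgsea 1.28.0 on t. Principal components were computed on the genes after ComBat, centred and not scaled.

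Alternatives tried were the values as deposited, centring on each array's median, the replicate block with 11 and 12 arrays, neither block nor ComBat, ComBat without the condition and over 12 arrays, other filters, the mean of a gene's probes, limma's trend and robust options, fits on the groups compared alone, and leaving out each array in turn, 25 settings with the reported one. The Reactome gene sets were not available, and the source data of the paper's other assays were not analysed.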

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

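The 3 tests of the array levels and the 2 tests of the genes called in 1 infection alone were chosen after those results had been seen, and the simulations of ComBat and the splits of the arrays were planned before.

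SNORD14E differed between the infections by 0.76 (log2), the only gene with an adjusted p under 0.05 in limma's test of the difference over 11 arrays, and it lost that call over all 12. In 1° replicate 3, which the paper leaves out, the median immediate early gene stood 0.67 above UI. Of 99 small nucleolar RNAs, a group the paper does not analyse, 26 were higher in 1° than in UI and 36 were higher in 2° than in PI.

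Fewer genes passed with the replicate number in the model than after ComBat. In simulated arrays without an infection effect, 15.7% of unchanged genes had an unadjusted p under 0.05 after ComBat, so ComBat taking up degrees of freedom that limma then counts as free could account for this. The unbalance left by the missing 1° array cannot account for all of it, since 13.1% remained with 12 arrays. It may add a part, as the mean number of simulated calls for 1° against UI fell from 33.1 with 11 arrays to 11.6 with 12. The size of this effect on the real counts was not measured.

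The deposited values differed in overall level between arrays. Medians ranged over 0.366 (log2) within UI, beyond the largest difference between condition means, 0.171, as was asked of the brightness of single arrays. Single arrays spread more widely than means of 3 arrays, so this comparison cannot decide for that explanation. A lower level of most transcripts in infected cells stays open, since infected arrays were lower by -0.12 with an exact permutation p of 0.0801. Paired by replicate number, the infected array was the lower in 5 of 6 pairs, in all 3 of 1° against UI, with an exact p of 0.0625 over the 64 sign changes. Quantile normalization removes either, so the split into higher and lower genes rests on that choice.

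Most genes that passed in 1 infection alone moved alike in the other. Of 1991 such genes 84.2% had the same direction in both, so a threshold that parts genes changing the same way by different amounts could account for part of them. Their smaller changes in the other infection follow from how the sets are chosen and decide nothing. The test of the difference called 0.0502% of them at an adjusted p under 0.05, and 33.1% had an unadjusted p under 0.05, a share that the same choice raises. How many respond differently stays open.

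Splits of 3 against 3 arrays are too few for a share under 0.05. For 2° against PI, only the real split of the 10 reached its own count (2108, highest other 1185). The same held for 1° against UI with all 12 arrays (2402, highest other 712). For PI against UI, 9 of 10 splits, with the real one among them, called at least as many (3, highest other 1897). That split parts 1 pair of equal replicate number, where the real one parts 3, and among splits that part 3 pairs the highest others were 0, 1 and 67. Arrays of equal replicate number had a median correlation of 0.449 and the others -0.19, a structure of the samples that follows the replicate numbers. With the replicate number in the model 1 gene passed for PI against UI.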

How the results depend on the processing

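In all, 25 settings were run, and median centring was chosen after the data had been seen. The plan took the values as deposited, and quantile normalization became the reported setting after 12 settings had been seen. Counts below are given in the order higher and lower in 1°, higher and lower in 2°, then percent of higher and of lower genes shared, then genes that differ between the infections at 0.3 and at 0.05, PI against UI, 2° against 1°, the percent of variance on the components, and genes higher only in 1° and 2° and lower only in 1° and 2°. For some settings only part of these values is given. The cause of each change was not tested.

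Values as deposited, without quantile normalization: 74, 2770, 126, 230, 55%, 7.87%, 4, 3, 1, 0, 72%, 3, 55, 2551 and 11. In 1° these genes then reversed: EIF6 -0.136, EIF4E -0.0342, BCL7B -0.0229, BCL7A -0.114, HSP90AA1 -0.0552, FKBP4 -0.0709, DNAJA1 -0.0225, HERPUD1 -0.0136, CD63 -0.0722, TFE3 -0.0642, ATP5PF -0.0539, COX6B1 -0.0594, NDUFA2 -0.0759, UQCRC1 -0.132, ALDOA -0.0918, IRF9 -0.12, RIPK2 -0.171, VIM -0.0662, TFAP2C -0.00189, E2F6 -0.0259, GBX2 -0.133, SP2 -0.145, FIZ1 -0.0455, ZNF580 -0.0659, KLC2 -0.12, and 1 further gene -0.0284.

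Median centring instead of quantile normalization: 280, 1872, 352, 672, 53%, 25.6%, 3 at 0.3, 1 for PI against UI, 0 for 2° against 1°, 51.8%, 21%, 61, 133, 1353 and 153.

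Replicate block in the model instead of ComBat, the paired fit: 294, 230, 377, 329, 52.5%, 29.4%, 1, 0, 1, 0, 34.1%, 27.6%, 63, 146, 103 and 202. Of 300 calls of named genes 194 were kept. Replicate block in the model with all 12 arrays: 429, 453, 362, 332, 52.7% of higher genes shared, 0, 0, 0, 0, 35.1%, 26.1%, 156, 89, 250 and 129.

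No replicate block and no ComBat: 136, 77, 192, 96, 54%, 20.1%, 0, 0, 0, 0, 34.1%, 27.6%, 21, 77, 48 and 67. ComBat without the condition: 470, 515, 559, 706, 44.1% of higher genes shared, 1, 0, 1, 0, 50.7%, with 155 higher and 209 lower only in 1°. ComBat over all 12 arrays before leaving 1 out: 23 at 0.3 and 0 for 2° against 1°.

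All 12 arrays: 40.6%, 40.1%, 27, 0, 0, 0, and 10.8% on the second component. Only the groups compared in the fit: 685, 792, 958, 1333, 31.4% of lower genes shared, 237, 510, 284 and 825. No filter on low probes: 32.3%, 31.6%, 1044 at 0.3, 1 for PI against UI, 9 for 2° against 1°, 48.9%. Stricter filter on low probes: 707, 862, 634, 890, 40.9% of higher genes shared, 68 at 0.3, 0, 0, 0, 60.5%, with 318 higher and 372 lower only in 1°. Genes scaled to unit variance: 32.2% and 16.9%.

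Leaving out 1 more array, from the lowest to the highest: 795 (without primary replicate 1) to 1352 (UI replicate 2) higher and 903 (primary replicate 2) to 1564 (UI replicate 2) lower in 1°, 811 (PI replicate 3) to 1109 (UI replicate 1) higher and 1000 (PI replicate 3) to 1520 (UI replicate 1) lower in 2°, 31.7% (primary replicate 2) to 37.3% (UI replicate 3) of higher and 26.9% (primary replicate 2) to 39% (UI replicate 1) of lower genes shared. The difference gave 521 (secondary replicate 2) to 2593 (UI replicate 2) at 0.3 and 1 (PI replicate 1) to 132 (UI replicate 2) at 0.05, PI against UI 2 (primary replicate 1) to 333 (UI replicate 1), and 2° against 1° 0 (PI replicate 3) to 686 (secondary replicate 1). The components held 55.1% to 58.7% and 10.9% to 16%. Genes in 1 infection alone were 343 to 763 and 286 to 558 higher, and 422 to 836 and 444 to 887 lower. The median of S phase and mitosis in 1° ran from -0.194 without primary replicate 1 to 0.0218 without primary replicate 2, where camera's call was lost (adjusted p = 0.45), as it was without UI replicate 1 (0.28) and UI replicate 3 (0.12), and that of cholesterol synthesis in PI from 0.00848 without UI replicate 2, where the call was lost (adjusted p = 0.94), as it was without PI replicate 2 (0.45), to 0.285 without UI replicate 1.

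Of 59 list calls with camera, 14 were kept with an estimated correlation and 55 with preranked GSEA. With fry, which asks about no change and not about other genes, 45 of these lists also passed.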

Differences from the paper's values

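The paper gives 408 genes lower in both infections, where 641 were found over the 11 arrays. ComBat without the condition gave 306, ComBat over all 12 arrays before leaving 1 out 588, the stricter filter 490, and fits on the groups compared alone 508. Leaving out primary replicate 1, primary replicate 2 or PI replicate 3 gave 557, 481 and 556, while all 12 arrays gave 706, the values as deposited 219 and the replicate block 127. The paper does not give its filter rule, and the cause was not tested.

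The paper states that under 30% of changes are shared, where 38.3% of higher and 36.0% of lower genes were. Lower genes came under 30% without primary replicate 2 (26.9%), with the replicate block (29.4%), with median centring, chosen after the data had been seen (25.6%), without block or ComBat (20.1%) and as deposited (7.87%), and higher genes in none of the settings run. The written plan would have given the values as deposited, with 74 higher and 2770 lower genes in 1° and 126 and 230 in 2°.

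The paper states that UI and PI have no expression changes, where limma called 3 genes over 11 arrays, 1 with the replicate block and none with all 12. The paper gives 367 genes higher in both infections, where 529 were found, and 1310 higher and 1491 lower in either, where 1382 and 1779 were found. For genes higher or lower in 1° alone it gives 560 and 593, against 488 and 565, and for 2° alone 383 and 490, against 365 and 573. The paper states no difference between the infections for cytokines. None was called at an adjusted p under 0.05 for CXCL8, CCL20, IL11 or LIF, while CXCL3 differed in its response by -0.52 (adjusted p = 0.10, under the paper's 0.3) and was lower in 2° than in 1° by -0.45 (adjusted p = 0.046), a call lost over all 12 arrays and with the replicate block.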

Other observations

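No test of this part was chosen after its result was seen.

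Lists of heat shock, lysosomal, oxidative phosphorylation and other cytokine genes passed camera in both infections through part of their members, and each lost its call with an estimated correlation. Of 14 heat shock proteins 5 rose in each (6 and 5 when adjusted over the list alone, 1 and 3 with the replicate number in the model), with DNAJB1 at 0.46 and 0.45. The list had adjusted p = 0.0045 and 0.0011 with camera, and adjusted p = 0.14 and 0.13 with an estimated correlation. Of 34 lysosomal proteins 8 rose in 1°, and 7 rose and 2 fell in 2° (9 with 1 fall, then 8 and 2, when adjusted over the list alone, 2 rises in each with the replicate number in the model), with adjusted p = 0.0062 and 0.014, and 0.15 and 0.17 with an estimated correlation. Of 56 genes of oxidative phosphorylation 10 rose in 1°, and 6 rose and 1 fell in 2° (10 and 5 when adjusted over the list alone, none and 1 with the replicate number in the model), with adjusted p = 0.00067 and 0.0025, and 0.34 and 0.36 with an estimated correlation. With the values as deposited the medians of these 3 lists in 1° were -0.20, -0.22 and -0.24. The lysosomal list then did not pass camera in 1° (adjusted p = 0.060). Of 5 other cytokines 2 rose in 1° and 3 in 2°, also when adjusted over the list alone (2 in each with the replicate number in the model), with adjusted p = 0.018 and 0.0020, and 0.12 and 0.054 with an estimated correlation.

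Further lists did not pass camera in either infection. For p53 targets (22 genes) the adjusted p was 0.85 in 1° and 0.26 in 2°, with AEN at 0.56 and 0.45 and MDM2 at -0.44 and -0.40. It was 0.93 and 0.87 for NRF2 targets (21 genes), 0.25 and 0.89 for interferon-stimulated genes (12 genes), 0.85 and 0.84 for microRNA genes (101 genes), and 0.93 and 0.70 for proteins reported to bind pneumococcus (6 genes). Metallothioneins and markers of type II, immune, fibroblast and endothelial cells had fewer than 5 genes above the filter and were not tested as lists.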
